# Brain cell-specific origin of circulating microRNA biomarkers in experimental temporal lobe epilepsy

**DOI:** 10.3389/fnmol.2023.1230942

**Published:** 2023-09-22

**Authors:** Elizabeth Brindley, Mona Heiland, Catherine Mooney, Mairead Diviney, Omar Mamad, Thomas D. M. Hill, Yan Yan, Morten T. Venø, Cristina R. Reschke, Aasia Batool, Elena Langa, Amaya Sanz-Rodriguez, Janosch P. Heller, Gareth Morris, Karen Conboy, Jørgen Kjems, Gary P. Brennan, David C. Henshall

**Keywords:** electroencephalogram, diagnosis, epigenetic, hippocampus, noncoding RNA, point-of-care testing, temporal lobe epilepsy

## Abstract

The diagnosis of epilepsy is complex and challenging and would benefit from the availability of molecular biomarkers, ideally measurable in a biofluid such as blood. Experimental and human epilepsy are associated with altered brain and blood levels of various microRNAs (miRNAs). Evidence is lacking, however, as to whether any of the circulating pool of miRNAs originates from the brain. To explore the link between circulating miRNAs and the pathophysiology of epilepsy, we first sequenced argonaute 2 (Ago2)-bound miRNAs in plasma samples collected from mice subject to status epilepticus induced by intraamygdala microinjection of kainic acid. This identified time-dependent changes in plasma levels of miRNAs with known neuronal and microglial-cell origins. To explore whether the circulating miRNAs had originated from the brain, we generated mice expressing FLAG-Ago2 in neurons or microglia using tamoxifen-inducible *Thy1* or *Cx3cr1* promoters, respectively. FLAG immunoprecipitates from the plasma of these mice after seizures contained miRNAs, including let-7i-5p and miR-19b-3p. Taken together, these studies confirm that a portion of the circulating pool of miRNAs in experimental epilepsy originates from the brain, increasing support for miRNAs as mechanistic biomarkers of epilepsy.

## Introduction

Epilepsy is a chronic neurological disease characterised by recurring seizures that affects more than 50 million people worldwide (Moshe et al., 2015). Temporal lobe epilepsy (TLE) is the most common and intractable form of the disease in adults. Diagnosis of epilepsy is principally based on clinical history and examination, supported by electroencephalogram (EEG), and other investigational tools such as brain imaging. This requires specialist training, is time-consuming, error-prone and expensive (Simonato et al., 2021). The diagnostic yield from genome sequencing is increasing for many epilepsy syndromes, but is likely to remain low in the TLE population (Kearney et al., 2019). Rates of misdiagnosis remain substantial (Ferrie, 2006; Oto, 2017; Gasparini et al., 2019), with psychogenic non-epileptic seizures (Gasparini et al., 2019) and syncope (Zaidi et al., 2000), adding to the challenge of identifying epilepsy as the underlying cause. Additional tools to support early and accurate diagnosis would reduce the healthcare and socioeconomic burden of epilepsy and improve the quality of life of patients (Ferrie, 2006; Moshe et al., 2015; Oto, 2017; Kearney et al., 2019).

The identification of molecule(s) within an easy-to-access biofluid such as blood would revolutionize the diagnosis of epilepsy (Engel Jr. et al., 2013). To be practical, however, such molecules must be stable, simple and cheap to measure, ideally in a point-of-care setting, and be mechanistically linked to the pathophysiology (Enright et al., 2018). For this reason, microRNAs (miRNAs) are promising circulating biomarkers to support epilepsy diagnosis. MiRNA are short noncoding RNAs that post-transcriptionally regulate the gene expression landscape. To function, mature miRNAs are loaded into a binding pocket of an argonaute (AGO) protein, of which AGO2 is a key effector, thereby forming an RNA-induced silencing complex (RISC) (Peters and Meister, 2007). The miRNA-loaded RISC searches for seed regions of nucleotide complementarity along target mRNAs (Chandradoss et al., 2015) and promotes translation inhibition or degradation of the target (Bartel, 2018). Extracellular AGO-bound miRNAs are present within biofluids including plasma (Arroyo et al., 2011; Turchinovich et al., 2011), probably released from diverse tissues (Turchinovich and Burwinkel, 2012), and their altered composition may have diagnostic value (Geekiyanage et al., 2020).

The brain expresses the greatest diversity of miRNAs, with several unique to the brain and to specific brain cell types (Bak et al., 2008; Jovicic et al., 2013; Nowakowski et al., 2018). This contributes to the establishment and functional properties of neuronal networks (Soutschek and Schratt, 2023). There is extensive dysregulation of the miRNA system within structures such as the hippocampus in experimental and human epilepsy (Brennan and Henshall, 2020), and functional studies show targeting certain miRNA has therapeutic potential (Morris et al., 2021). Circulating miRNA levels are also altered in epilepsy (Enright et al., 2018). Plasma from rodents subject to evoked seizures and animals with chronic epilepsy display elevations in brain-enriched and inflammation-associated miRNAs (Gorter et al., 2014; Roncon et al., 2015; Brennan et al., 2020). Several of the same miRNAs are differentially expressed in baseline or post-seizure blood samples from patients with drug-resistant epilepsy (Enright et al., 2018; Brennan et al., 2020; Leontariti et al., 2020; Martins-Ferreira et al., 2020), including in AGO-bound fractions (Raoof et al., 2018). It remains unproven, however, whether any of the circulating pool of miRNAs actually originated from the brain. Resolving this issue is a priority to ensure mechanistic links to the underlying pathophysiology.

Here, we report time-dependent changes in brain- and brain-cell type-enriched Ago2-bound miRNAs in the plasma of mice following seizures. Using transgenic mice expressing FLAG-tagged Ago2 under promoters to restrict expression to brain cell types, we report a portion of circulating miRNAs originates from the brain.

## Results

### Circulating Ago2-bound miRNAs in mouse plasma

AGO-bound miRNAs represent a major pool of circulating miRNAs (Arroyo et al., 2011), and measuring AGO-bound miRNAs may enhance the ability to distinguish brain disease subtypes (Raoof et al., 2017), and identify post-seizure from baseline samples in plasma from epilepsy patients (Raoof et al., 2018). Moreover, there is disruption of the blood–brain barrier after seizures sufficient to allow passage of macromolecules between the blood and brain (Van Vliet et al., 2007; Reschke et al., 2021).

To obtain evidence that seizures and the pathophysiologic changes that accompany the development of epilepsy are associated with changes to the circulating AGO pool of miRNAs, we first sequenced Ago2-bound miRNAs from the plasma of mice following status epilepticus (SE) triggered by intraamygdala microinjection of kainic acid (Mouri et al., 2008; Brennan et al., 2020). The model displays typical features of the pathophysiology of TLE including select neuron loss and gliosis within the hippocampus and the emergence of recurrent, spontaneous seizures which are resistant to various anti-seizure medicines (Mouri et al., 2008; West et al., 2022). Figure 1A shows a schematic of the study design, including the time points at which blood was collected. In order to obtain sufficient Ago2 yield for sequencing, 500 μL of plasma was used, from pooling samples from *n* = 10 mice per time point. 

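Ago2-bound small RNA was sequenced from 7 plasma pools, each made from 50 μL of plasma from each of 10 mice. Mice with SE had received 0.3 μg of kainic acid into the amygdala and control mice had received PBS. Control pools were taken at 4 h, 8 h and 24 h, and SE pools at 4 h, 8 h, 24 h and 2 weeks. The paper's methods state that the control library of the 2-week time-point failed quality control, so the 2-week SE library was set against the 24 h control, as in the paper. With 1 library per condition, no difference between SE and control has a replicate check. The authors used the Chimera software to trim adapters, select reads by size and align them to mouse miRBase with up to 2 mismatched nucleotides, and deposited the number of reads counted on each mature miRNA without normalisation. The counts cover 640 mature miRNAs, each with at least 1 count in some library. Libraries were normalised with edgeR's trimmed mean of M-values (TMM), with factors between 0.754 in SE 24 h and 1.22 in control 8 h. Levels are given as CPM on the TMM-adjusted library sizes, and a miRNA was called detected in a library at 50 CPM or more of its plain total, the presence threshold of Supplementary Figures S2, S3. Each SE library was compared with its control by edgeR's exact test with the biological coefficient of variation (BCV) set at 0.1, as in the paper's methods, over the miRNAs with at least 50 CPM in either library. A miRNA was called higher or lower in SE at an unadjusted p under 0.05 and a change of at least 1.5-fold. Such a test compares the reads of 2 libraries, not the 2 conditions. Where a library had 3 counts or fewer of a miRNA, the fold was computed against 3 counts. It is a lower bound for the reads of the 2 libraries, not for the levels in plasma. The choices that could change the numbers most are the scaling of the libraries, the BCV and the filter on low counts. Reads were not counted by molecular identifiers, so intervals and floors cover counting error only. Within each library low counts gathered around a value of its own, 102 counts in control 4 h and between 33.1 and 60.2 counts in the other libraries.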

After confirming immunoprecipitation of Ago2 from mouse plasma (Supplementary Figure S1A), plasma samples at various time points were processed for Ago2 elution followed by small RNA sequencing.

**Figure 1:**
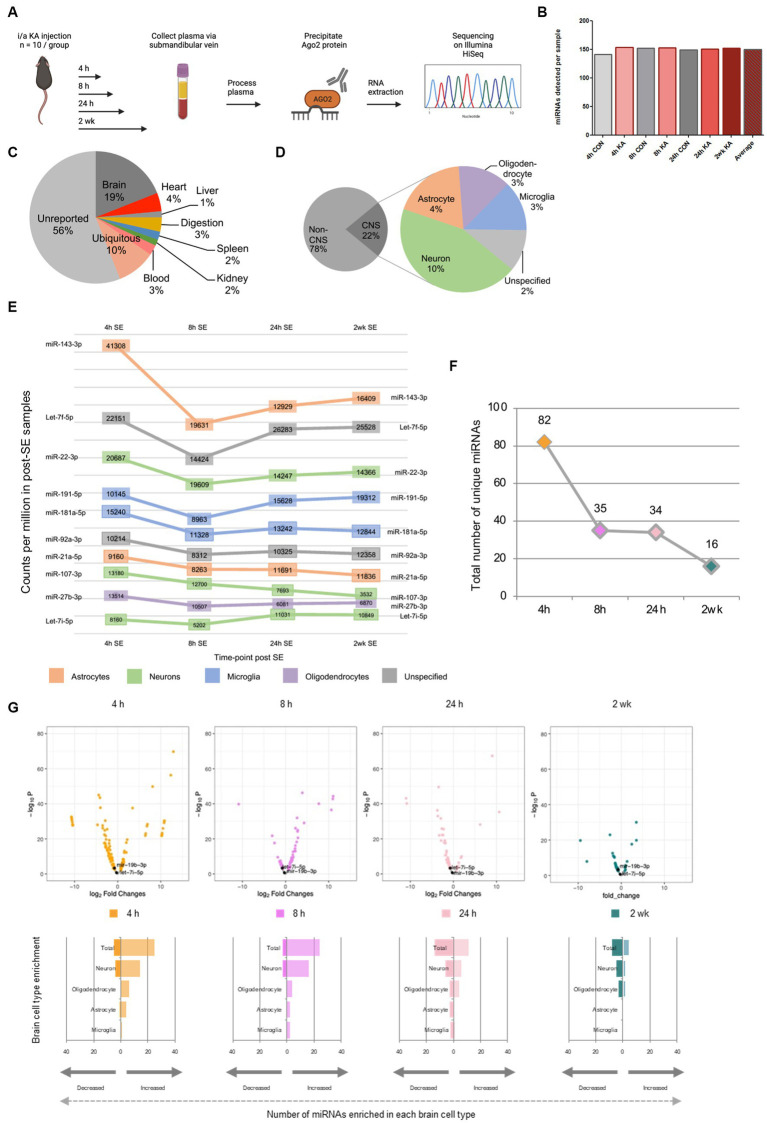
Temporal and brain origins of circulating Ago2-bound miRNAs following SE in mice. **(A)** Schematic of the workflow for generating samples and small RNA sequencing on circulating Ago2-bound miRNA across time-points following SE in mice. Graphics in A were produced using Biorender. **(B)** Total number of unique miRNAs present in all time points (4 h, 8 h, 24 h and 2 weeks post-treatment). **(C)** Percentages of reported tissue enrichment of miRNA present in the Ago2 fraction of mouse plasma across all time points. **(D)** Percentage of reported non-CNS, CNS and specific brain cell type- (neuron-, microglia-, astrocyte, oligodendrocyte-) enrichment of miRNA present in the Ago2 fraction of mouse plasma (control + SE) across all time points (4 h, 8 h, 24 h, 2 weeks). **(E)** Counts per million of top 10 most abundant brain cell type enriched miRNA observed in SE across all time points. **(F)** Numbers of differentially expressed miRNA in the Ago2 fraction of mouse plasma across time-points. **(G)** Log_2_ fold change differences between control and SE at 4 h, 8 h, 24 h and 2 weeks plotted against –log_10_ *p*-values for all miRNAs detected in Ago2 fraction of mouse plasma. miRNAs of particular interest are labelled.

A total of 23.7 million reads were mapped from 7 samples across four time points in control and SE mice. The numbers of normalised miRNA counts per sample varied from 2,038,033 to 5,388,335, with an average of 3,390,383 (Supplementary Figure S1B). 

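The deposited counts summed to 23817231 over the 7 libraries, with a mean of 3402462 per library. Totals were 2043220 in control 4 h, 3529563 in control 8 h and 3412752 in control 24 h. They were 5405357 in SE 4 h, 3166964 in SE 8 h, 3718313 in SE 24 h and 2541062 in SE 2 weeks. These are raw counts before any scaling, and a level of 50 CPM corresponds to 102 counts in control 4 h and to 270 counts in SE 4 h.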

Numbers of unique miRNA detected per sample showed minimal variation (range 141–154; average: 150) (Figure 1B). 

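At 50 CPM or more, 149, 137 and 134 miRNAs were detected in control 4 h, 8 h and 24 h. In SE the numbers were 132 at 4 h, 151 at 8 h, 121 at 24 h and 141 at 2 weeks, and the mean of all 7 libraries was 138. Counting every miRNA with at least 1 count moved the mean most, to 324. At 100 CPM or more, between 103 and 124 miRNAs were detected per library.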

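The 4 SE libraries had a mean of 136 detected miRNAs and the 3 control libraries a mean of 140. The direction of this difference depended on the threshold. At 10 CPM or more the means were 258 in SE and 241 in control, and at least 1 count was present for a mean of 346 miRNAs in SE and 293 in control. There was 1 library per time point in each group, and no test was made.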

Likewise, the average number of miRNA was quite similar between seizure compared to control mice (Figure 1B). 

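The SE 4 h library held 2.65 times the total of control 4 h. In every library most counts came from a single miRNA, miR-486b-5p, whose hairpin gene Mir486 lies on chromosome 8 of GRCm38 (23142555 to 23142682, plus strand) within an intron of Ank1. Its share was 67.5% of the counts in SE 4 h (95% Wilson interval 67.5 to 67.6) and 76.1% in control 4 h (76.0 to 76.1). Without it, 1755376 counts remained in SE 4 h and 489145 in control 4 h.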

The highest number of counts was observed in the 4 h post SE time-point (5,388,335) (Supplementary Figure S1B). While the lack of replicates prevents a statistical analysis, miRNA counts at the 8 h and 24 h post SE time-points were at intermediate levels (3,151,945 and 3,709,772, respectively) and the lowest numbers of counts (2,532,271) in a seizure sample were observed at the 2-week post SE time-point. These findings suggest that SE may have a small effect to increase the amount and diversity of circulating Ago2-bound miRNAs, which subsides over time.

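Counts other than those of miR-486b-5p were 1186070 in SE 8 h, 889228 in SE 24 h and 933886 in SE 2 weeks, against 1147933 in control 8 h and 1126418 in control 24 h. The share of miR-486b-5p was 62.5% in SE 8 h, 76.1% in SE 24 h and 63.2% in SE 2 weeks, and 67.5% in control 8 h and 67.0% in control 24 h.

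**Figure D1:**
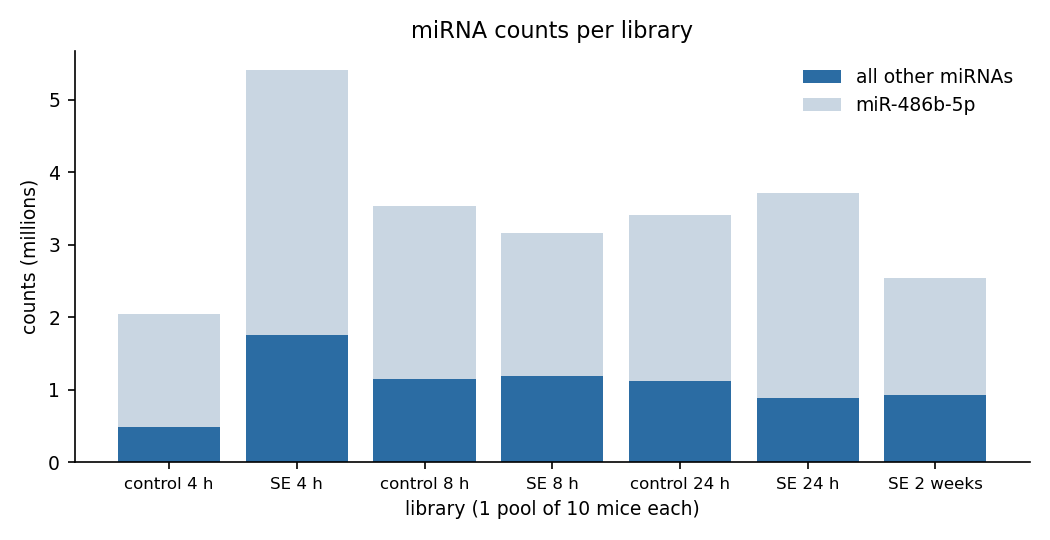
Counts per library, divided into miR-486b-5p (light) and all other miRNAs (dark). Each bar is 1 library from a pool of 10 mice, so there are no error bars. The SE 4 h library has the largest total (5405357 counts) and control 4 h the smallest (2043220).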

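Among miRNAs with at least 1 count, 399 were present in SE 4 h and 232 in control 4 h. The corresponding numbers were 332 in SE 8 h and 329 in control 8 h, 314 in SE 24 h and 319 in control 24 h, and 340 in SE 2 weeks. When reads of SE 4 h were drawn at random down to the total of control 4 h, a mean of 382 miRNAs (376 to 387 in 95% of 200 draws) still had a count. When counts were first divided by the value around which low counts gathered in each library, taken as reads per captured molecule, drawing the SE 4 h molecules down to those of control 4 h left a mean of 177 miRNAs (165 to 189 in 95% of 1000 draws). That second drawing was chosen after seeing the data. The mean total was 3707924 counts in the 4 SE libraries and 2995178 in the 3 control libraries.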

### Tissue and cell origins of circulating Ago2-bound miRNAs after SE in mice

To explore the likely tissue origins and diversity (i.e., the number of different miRNAs) of the circulating Ago2-bound miRNAs, we compared the miRNAs across all samples (SE and control) to tissue-enriched miRNA datasets (Lagos-Quintana et al., 2002; Landgraf et al., 2007; Liang et al., 2007; Lee et al., 2008; Bargaje et al., 2010; Guo et al., 2014; Ludwig et al., 2016). 

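Supplementary Table S1 lists 155 mature miRNAs with their reported tissue and brain cell enrichment, and all 155 are among the 640 counted. Of the 640 miRNAs with at least 1 count, 94 (14.7%) have a tissue entry, counting the entry for ubiquitous expression. Of the 203 miRNAs with at least 50 CPM in at least 1 library, 88 (43.3%) have a tissue entry, and 69 (34.0%) are assigned to 1 of the 7 tissues rather than to ubiquitous expression.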

Nearly half of the detected miRNAs were predicted to be enriched in a specific tissue type (Figure 1C). 

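Over all 640 miRNAs, 9 were assigned to heart (1.41%), 2 to liver (0.313%), 7 to the digestive system (1.09%), 4 to spleen (0.625%), 3 to kidney (0.469%) and 5 to blood (0.781%). Over the 203 miRNAs with at least 50 CPM in at least 1 library, the shares were 3.45% for heart, 0.985% for liver, 2.96% for the digestive system, 1.97% for spleen, 1.48% for kidney and 2.46% for blood.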

MiRNAs enriched in a number of different tissue types included heart (4%), liver (1%), digestive system (3%), spleen (2%), kidney (2%) and blood (3%). The highest proportion of circulating miRNA for which specific tissue expression was known were brain-enriched miRNA (19%).

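Brain was the tissue of 44 of the 640 miRNAs (6.88%), more than any other tissue, and of 42 of the 203 miRNAs at 50 CPM or more (20.7%). A further 20 miRNAs are listed as ubiquitous. Measured by counts in place of numbers of miRNAs, brain-enriched miRNAs held between 6.07% of a library (control 4 h, 95% Wilson interval 6.03 to 6.10) and 10.7% (SE 2 weeks, 10.6 to 10.7). Ubiquitous miRNAs held a similar share, from 6.28% in control 4 h to 11.4% in SE 8 h.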

Next, we used available data on brain cell-enriched miRNAs across all samples (SE and control) to assign the detected miRNAs to cell types, including neurons and glia (*see* Methods and Supplementary Table S1; Figure 1D). Where there were discrepancies in assigning brain cell types, priority of assignment was based on a ranking (*see* Methods). For miRNAs reported as brain-enriched but where there was insufficient information on cell type, these were termed unspecific brain enriched (Ludwig et al., 2016). 

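Brain or brain cell type enrichment is recorded in Supplementary Table S1 for 135 of the 640 miRNAs with at least 1 count (21.1%). With at least 10 counts in some library the share was 24.6% of 549 miRNAs, and with at least 50 CPM in some library it was 46.8% of 203.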

Of all miRNAs detected in the Ago2 fraction of mouse plasma, 22% had known brain or brain cell type enrichment (Figure 1D). 

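By share of counts, neuron-enriched miRNAs held 4.29% of control 4 h, 4.90% of SE 4 h, 5.82% of control 8 h and 6.36% of SE 8 h, the largest share of the brain cell types in those 4 libraries. In the other 3 libraries the largest share was that of microglia-enriched miRNAs, at 6.19% of control 24 h, 4.15% of SE 24 h and 6.51% of SE 2 weeks, against 5.67%, 3.87% and 5.82% for neurons. Astrocyte-enriched miRNAs held 2.33% to 4.79% and oligodendrocyte-enriched miRNAs 0.704% to 1.71% of a library. These classes include miRNAs whose tissue entry is ubiquitous or blood, so the shares do not measure RNA from brain cells. Of the 211196 counts of the microglial class in control 24 h, 72069 were of miR-191-5p (ubiquitous) and 35165 of miR-142a-5p (blood). The neuronal class includes miR-22-3p and miR-107-3p, both listed as ubiquitous.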

MiRNAs of neuronal origin were the most abundant in the Ago2-eluted plasma of mice, followed by astrocytic, oligodendrocytic and microglial. Numbers of miRNA enriched in these brain cell types are as follows; unspecific (15), neuron (62), astrocyte (26), oligodendrocyte (19) and microglia (18) (Figure 1D). 

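Among the 640 counted miRNAs, 57 were assigned to neurons, 25 to astrocytes, 17 to oligodendrocytes, 17 to microglia and 19 to brain without a cell type. Among the 203 with at least 50 CPM in at least 1 library, 34 were neuronal, 20 astrocytic, 9 oligodendrocytic, 14 microglial and 18 unspecific.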

Counts per million of the 10 most abundant brain cell type enriched miRNA observed in SE across all time points include miRNAs with reported enrichment in a variety of brain cell types; astrocytes, neurons, microglial and oligodendrocytes (Figure 1E).

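Ranked by mean CPM over the 4 SE libraries, the 10 most abundant miRNAs with a brain class in Supplementary Table S1 were miR-143-3p, let-7f-5p, miR-22-3p, miR-191-5p, miR-181a-5p, miR-21a-5p, miR-30a-5p, miR-107-3p, miR-27b-3p and let-7i-5p. The same 10 led on plain library totals. miR-143-3p, assigned to astrocytes and located on chromosome 18 of GRCm38 (61649196 to 61649258, minus strand), had a mean of 22569 CPM, from 12929 in SE 24 h to 41308 in SE 4 h, against 10544 to 12938 in the 3 control libraries. let-7f-5p had a mean of 22097 CPM in SE and 23974 in control. miR-107-3p ranged from 3532 CPM in SE 2 weeks to 13180 in SE 4 h, a wider range than in the control libraries (2864 to 8231). For miR-22-3p the SE libraries lay between 14247 and 20687 CPM and the control libraries between 13689 and 16694, so the 2 ranges overlapped.

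**Figure D2:**
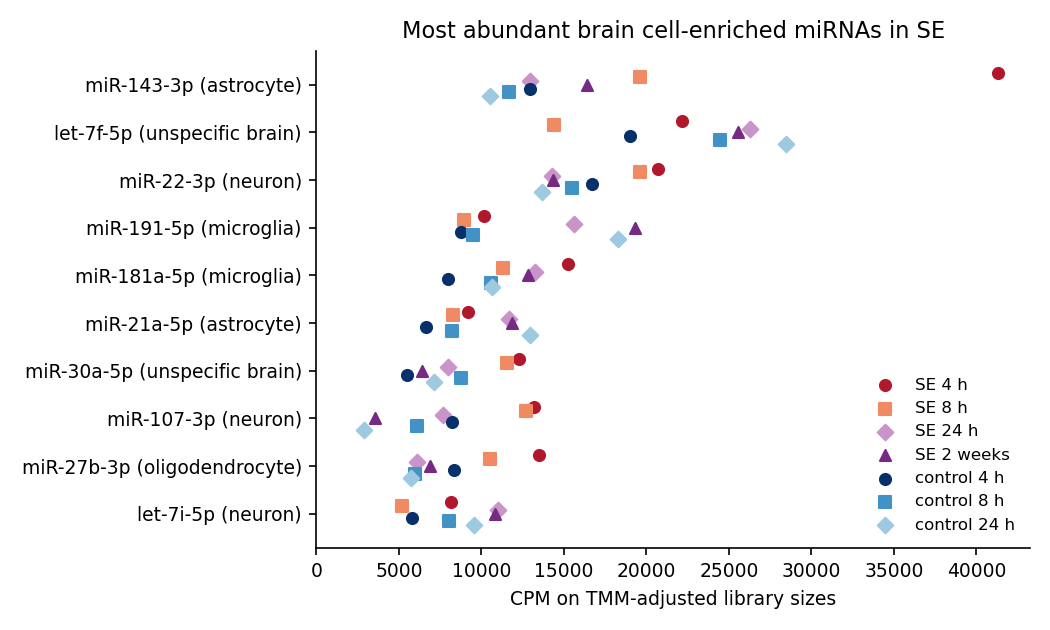
CPM on TMM-adjusted library sizes of the 10 most abundant brain cell-enriched miRNAs, with the brain class of each in brackets. Each point is 1 library, shifted vertically so that libraries can be told apart. The highest value is that of miR-143-3p in SE 4 h (41308 CPM), and for miR-22-3p SE and control libraries overlap.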

### Evoked seizures in mice alter circulating Ago2-bound miRNAs

We next explored time-dependent changes to the Ago2-bound miRNAs in mouse plasma after SE (Figures 1E–G and Supplementary Figures S2, S3). The largest differences were observed at early time-points. 

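Of the miRNAs assigned to a tissue, at 4 h 21 brain (14 higher and 7 lower in SE), 6 heart, 3 digestive system, 4 spleen, 2 kidney and 5 blood miRNAs passed the threshold. At 8 h these were 23 brain (17 higher, 6 lower), 3 heart, 3 digestive system, 1 spleen, 2 kidney and 1 blood, and at 24 h 12 brain (5 higher, 7 lower), 3 heart, 1 digestive system, 1 kidney and 3 blood. The direction of the brain miRNAs at 24 h depended on the scaling, with 3 higher and 17 lower with library size only and 7 higher and 5 lower with DESeq2's size factors. Both liver miRNAs were tested at each of these time-points and neither passed the threshold with TMM scaling. With library size only, 1 liver miRNA was lower at 4 h and 2 were lower at 24 h, and with DESeq2's size factors 1 was lower at 4 h.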

At the 4 h, 8 h and 24 h time-points after SE, changes were observed for miRNA enriched in brain, heart, liver, digestive system, spleen, kidney and the blood (Supplementary Figures S2, S3). 

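In the 2-week SE library, compared with control 24 h, 8 brain miRNAs (4 higher, 4 lower), 2 heart, 2 spleen, 2 kidney and 2 blood miRNAs passed the threshold. Of the 2 liver and 6 digestive system miRNAs tested, none did.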

At the two-week time-point, when mice typically have spontaneous seizures in this model, miRNA enriched in brain, heart, spleen, kidney, and the blood were dysregulated. In addition to these organ-enriched miRNA, miRNA with broad expression across organs were also dysregulated (see Supplementary Table S1).

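miRNAs listed as ubiquitous passed the threshold in 8 cases at 4 h (6 higher, 2 lower), 4 at 8 h (all higher) and 4 at 24 h (3 higher, 1 lower). With library size only, 1 was higher and 9 lower at 24 h. None of the 19 tested passed the threshold at 2 weeks. Many of the miRNAs past the threshold are not listed in Supplementary Table S1, with 66 at 4 h (18 higher, 48 lower), 30 at 8 h, 33 at 24 h and 23 at 2 weeks.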

The largest differences between SE and control samples for Ago2-bound miRNA were found at the earliest time point (4 h; 82 miRNAs) and decreased over time (Figure 1F). 

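At 4 h, 127 of the 189 miRNAs tested passed the threshold, 61 higher and 66 lower in SE. Testing every miRNA with a count in either library raised the number to 310 of 429. Estimating the BCV from the 3 control libraries in place of the set value of 0.1 gave a BCV of 1.06 over the 177 miRNAs with at least 50 CPM in at least 1 control, and lowered the number to 22. Over the 107 miRNAs with at least 50 CPM in all 3 controls the BCV was 0.375, and a set BCV of 0.4 gave 58 miRNAs at 4 h. The same test between control libraries called 105 of 177 miRNAs between 4 h and 8 h, 126 of 181 between 4 h and 24 h and 64 of 141 between 8 h and 24 h. Among the miRNAs with at least 50 CPM in both 4 h libraries, the largest increases were those of miR-152-3p (log2 fold change 2.31), miR-186-5p (2.11) and miR-143-3p (1.67). The largest decreases were those of miR-5119 (-2.33), miR-2137 (-1.88) and miR-5112 (-1.84). In 23 of the 127 miRNAs 1 of the 2 libraries had 3 counts or fewer. Of these, miR-144-3p, with 1407 counts in SE 4 h and none in control 4 h, was at least 192-fold higher in reads. It had 667 counts (155 CPM) in control 8 h and 1634 counts (414 CPM) in control 24 h. Among the control libraries its absence was therefore particular to that of 4 h.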

Differences were also found at later time points, although numbers declined (35, 34 and 16 miRNAs at the 8 h, 24 h and 2-week time-points, respectively). 

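At 8 h, 77 of 154 miRNAs tested passed the threshold (54 higher, 23 lower), at 24 h 63 of 141 (35 higher, 28 lower) and at 2 weeks 46 of 145 (27 higher, 19 lower). With the BCV estimated from the control libraries, 6, 5 and none passed. The number at 2 weeks also depended on the control it was set against, with 121 miRNAs against control 4 h and 62 against control 8 h. miR-127-3p had the largest increase among miRNAs with at least 50 CPM in both libraries at 8 h (log2 fold change 2.76, from 137 to 929 CPM). miR-320-3p was lower in SE at all 4 time-points, with log2 fold changes of -1.17, -0.79, -1.67 and -1.74.

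**Figure D3:**
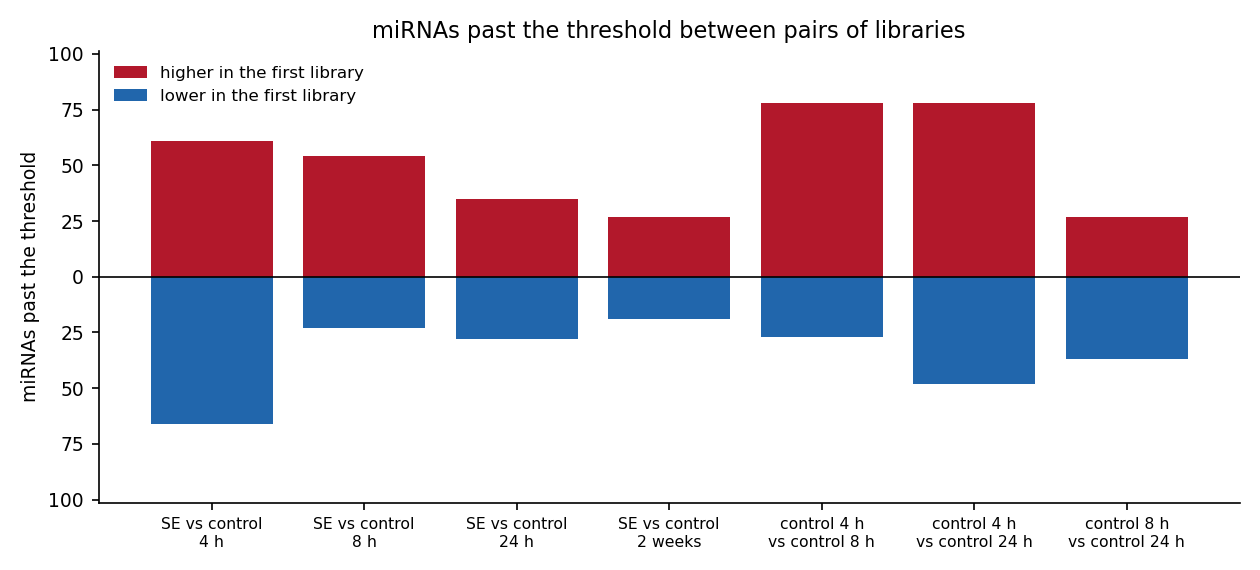
Number of miRNAs past the threshold between pairs of libraries, drawn upward when higher and downward when lower in the library named first. The first 4 bars compare SE with control at each time-point (at 2 weeks with control 24 h) and the last 3 compare control libraries with each other. The 3 pairs of control libraries give 105, 126 and 64 miRNAs. The directions shown use TMM scaling, and with library size only there would be 13 higher and 75 lower at 24 h, 41 and 57 for control 4 h against control 8 h, and 46 and 70 for control 4 h against control 24 h.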

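Of the 85 brain or brain cell type-enriched miRNAs tested at 4 h, 35 were higher and 14 lower in SE. With library size only they were 26 and 11, and with DESeq2's size factors 27 and 14. With BCV 0.4 they were 8 and 7, and with any count in either library 63 and 14.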

At the 4 h time-point, 22 and 5 brain/brain cell type-enriched miRNA were higher or lower, respectively, in SE samples compared to control (Figure 1G). Among those showing higher levels were 7 neuron-enriched (e.g., miR-132–5p), 5 astrocyte-enriched (e.g., miR-31-5p) and 1 microglia-enriched (miR-19a-3p). 

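Those higher in SE at 4 h were 8 neuron-, 9 astrocyte-, 5 oligodendrocyte- and 6 microglia-enriched miRNAs and 7 without a cell type. miR-31-5p, whose gene lies on chromosome 4 of GRCm38 (88910557 to 88910662, minus strand), had 87 counts (20.4 CPM) in SE and none in control, at least 11.9-fold higher. miR-19a-3p, in an exon of the Mir17hg transcript on chromosome 14 (115044000 to 115044081, plus strand), had 140 counts (32.9 CPM) in SE and 1 in control, at least 19.1-fold higher. Both were under 50 CPM in both libraries and were not tested. Their SE counts were between 2 and 4 times the value around which low counts gathered in that library, 37.6. In control 4 h low counts gathered around 102, or 50.0 CPM of its plain total. Near absence there therefore does not exclude the SE levels of these 2 miRNAs. miR-132-5p was not analysed here.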

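At 4 h, 9 neuron-enriched miRNAs were lower in SE than in control, against 8 that were higher. With any count in either library 24 were higher and 9 lower, and with the 3 control libraries pooled 12 and 7. Other settings went the other way. Library size only gave 5 higher and 8 lower, DESeq2's size factors 5 and 10, TMM over the 2 libraries 4 and 9 and BCV 0.4 1 and 4. miR-139-5p (chromosome 7 of GRCm38, 101475376 to 101475443, plus strand, within an intron of Pde2a) had 81 counts (19.0 CPM) in SE and 132 counts (75.8 CPM) in control, a log2 fold change of -1.99. The control count is close to the 102 around which low counts gathered in that library. Its log2 fold change was 0.64 at 8 h, -2.25 at 24 h and -0.16 at 2 weeks. miR-135a-5p and miR-135b-5p were not analysed here.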

Neuron-enriched miRNAs, including miR-139-5p and miR-135-5p were also among those at lower levels 4 h after SE. At the 8 h time-point, 19 and 3 brain-enriched miRNAs were higher or lower, respectively (Figure 1G). 

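At 8 h, 82 brain or brain cell type-enriched miRNAs were tested, of which 31 were higher and 8 lower in SE. They were 29 and 9 with library size only and 28 and 9 with DESeq2's size factors.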

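Of the 19 neuron-enriched miRNAs past the threshold at 8 h, 15 were higher and 4 lower in SE, also with library size only. Those higher include miR-127-3p and miR-434-3p, whose genes lie close together on chromosome 12. miR-132-3p (chromosome 11 of GRCm38, 75173682 to 75173747, plus strand) had 169 counts (46.4 CPM) in SE and none in control, at least 66.7-fold higher. miR-218-5p, which has genes in introns of Slit2 on chromosome 5 and of Slit3 on chromosome 11, had 154 counts (42.3 CPM) in SE and none in control, at least 60.8-fold higher. With TMM both stayed under 50 CPM and were not tested. On plain library totals miR-132-3p had 53.4 CPM in SE 8 h, and it was tested and called higher with library size only and with TMM over the 2 libraries compared. Low counts gathered around 51.7 in SE 8 h and 60.2 in control 8 h, so these bounds hold for reads only. miR-132-3p was also counted in SE and not in control at 4 h (196 counts, at least 26.7-fold higher) and 24 h (38 counts, at least 17.8-fold higher). Of the glial classes at 8 h, 5 astrocyte-, 3 oligodendrocyte- and 1 microglia-enriched miRNAs were higher, and 1 astrocyte- and 1 microglia-enriched miRNA lower.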

The proportion of the elevated miRNAs that were of likely neuronal origin all increased (e.g., miR-132-3p and miR-218-5p). 

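At 8 h, 7 miRNAs with brain enrichment and no assigned cell type were higher in SE and 2 were lower. miR-30a-3p (chromosome 1 of GRCm38, 23272269 to 23272339, plus strand) had 166 CPM in SE and 96.7 CPM in control, a log2 fold change of 0.78. let-7f-5p was among those lower, with a log2 fold change of -0.76.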

Brain-enriched miRNAs for which cell-type-enrichment was uncertain were also detected at increased levels compared to controls. 

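At 24 h, 13 brain or brain cell type-enriched miRNAs were higher and 13 lower in SE. This balance depended on the scaling of the libraries. With library size only, 8 were higher and 40 lower, and over all miRNAs 13 were higher and 75 lower, against 35 and 28 with TMM. The median log2 fold change of the miRNAs tested at 24 h was 0.04 with TMM and -0.64 with library size only. With DESeq2's size factors, 15 brain or brain cell type-enriched miRNAs were higher and 11 lower, and against the 3 control libraries pooled 11 were higher and 22 lower.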

By 24 h, a more even mix of higher and lower miRNA levels was observed (Figure 1G). 

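Of the brain or brain cell type-enriched miRNAs higher in SE at 24 h, 6 were neuronal, 1 astrocytic, 3 oligodendrocytic, 1 microglial and 2 unspecific. Those lower were 7 neuronal, 2 astrocytic, 2 microglial and 2 unspecific, and with library size only 14 neuronal, 9 astrocytic, 1 oligodendrocytic, 9 microglial and 7 unspecific. Against the 3 control libraries pooled, 3 neuronal miRNAs were higher and 11 lower. In that comparison astrocytic miRNAs were 3 higher and 4 lower, oligodendrocytic 1 and 1 and microglial 2 and 0. miR-434-3p (chromosome 12 of GRCm38, 109594506 to 109594599, plus strand, opposite an exon of Rtl1) had 630 counts (225 CPM) in SE and 1 count in control, at least 296-fold higher. It had 699 counts (401 CPM) in control 4 h and 444 counts (103 CPM) in control 8 h, so among the control libraries the near absence was particular to that of 24 h, and it was not called with the 3 control libraries pooled as the comparison. miR-124-3p had 49 counts (17.5 CPM) in SE and none in control, at least 23.0-fold higher. miR-29b-3p, with genes on chromosomes 6 and 1, had no count in SE and 59 counts (15.0 CPM) in control, at least 14.0-fold lower. The last 2 were under 50 CPM and were not tested, and their counts are close to the values around which low counts gathered in SE 24 h (45.1) and control 24 h (55.1). miR-31-3p was not analysed here.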

A high proportion of those at higher levels were neuronal (e.g., miR-124-3p and miR-434-3p) whereas several glial-enriched miRNAs were among those at lower levels (e.g., miR-31-3p and miR-29b-3p). 

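At 2 weeks, 10 brain or brain cell type-enriched miRNAs were higher and 11 lower in SE than in control 24 h, and with library size only 12 were higher and 9 lower. With the 3 control libraries pooled as the comparison, 8 were higher and 24 lower, and over all miRNAs 23 were higher and 64 lower. Brain or brain cell type-enriched miRNAs were 25 higher and 24 lower against control 4 h, and 17 and 11 against control 8 h. Against control 24 h the share of all miRNAs past the threshold that was higher was 58.7% with TMM and 65.3% with library size only.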

At the two-week time-point, a similar ratio of higher and lower miRNAs were observed between SE and control. 

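Of the 10 brain or brain cell type-enriched miRNAs higher in SE at 2 weeks, 4 were neuronal, 2 astrocytic, 3 oligodendrocytic and 1 unspecific. Those lower were 2 neuronal, 4 astrocytic, 2 microglial and 3 unspecific. The split depended on the control library. Neuronal miRNAs were 5 higher and 14 lower against control 4 h, 5 and 6 against control 8 h and 1 and 12 against the 3 pooled. Microglial miRNAs were 6 higher and none lower against control 4 h, 5 and none against control 8 h and 2 and 1 against the 3 pooled. Astrocytic miRNAs were 6 higher and 2 lower against control 4 h, 3 and 1 against control 8 h and 2 and 2 against the 3 pooled. miR-669a-5p, which has 12 gene copies in introns of Sfmbt2 on chromosome 2 of GRCm38, had 32 counts (10.4 CPM) in SE 2 weeks and 123 CPM in control 24 h, a log2 fold change of -3.57. The other control libraries had 17.6 CPM (8 h) and no count (4 h), and SE 24 h had 14.3 CPM, so the level in control 24 h was the highest of the 7 libraries. miR-541-5p (chromosome 12, 109742409 to 109742498, plus strand, in an intron of Mirg) had 19 counts (6.15 CPM) in SE and 160 counts (40.5 CPM) in control, a log2 fold change of -2.71, and was not tested because both levels were under 50 CPM. In the earlier SE libraries miR-541-5p was higher at 8 h, with a log2 fold change of 3.99.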

Again, a majority of those increased being of likely neuronal origin (e.g., miR-669a-5p and miR-541-5p) (Figure 1G). These findings suggest SE adjusts the abundance and cell type- contribution of the circulating pool of Ago2-bound miRNAs in a time-dependent manner in the plasma of mice.

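Between time-points, 50 miRNAs passed the threshold at both 4 h and 8 h, of which 27 were higher at both, 11 lower at both and 12 in opposite directions. Between 8 h and 24 h 30 were shared, with 6 in opposite directions. Between 24 h and 2 weeks, which share a control library, 21 were shared and none was in opposite directions. The pairs further apart disagreed more often, but their control libraries differ too, so this cannot be tied to time after SE. Between 4 h and 24 h 13 of 38 were in opposite directions, between 4 h and 2 weeks 12 of 26, and between 8 h and 2 weeks 5 of 16. In all, 9 miRNAs were higher and 7 lower at each of 4, 8 and 24 h. Each time-point rests on 1 SE library and 1 control library, and differences between time-points were not tested. From the numbers of miRNAs past the threshold and their brain cell types at each time-point, the paper proposes that SE changes the amount of circulating Ago2-bound miRNAs, and the cell types that contribute them, over time.

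**Figure D4:**
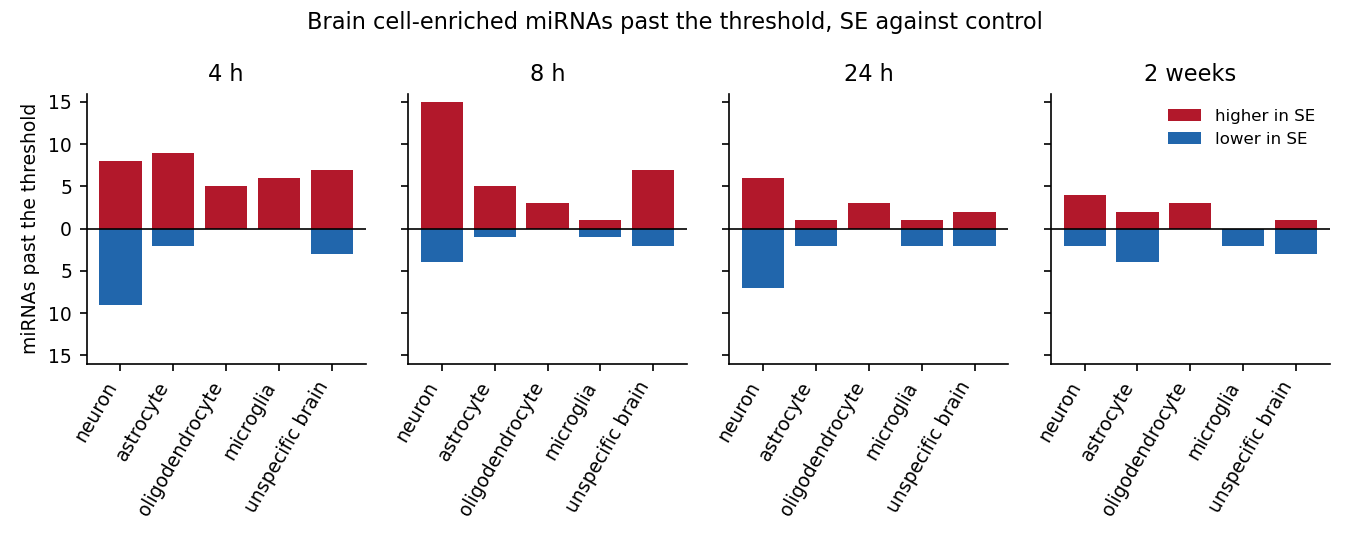
Number of brain cell-enriched miRNAs past the threshold in each SE library against its control (at 2 weeks against control 24 h), by class of Supplementary Table S1, drawn upward when higher and downward when lower in SE. The neuron class has 15 higher and 4 lower at 8 h. The directions shown use TMM scaling, and with library size only the 24 h panel would show 8 higher and 40 lower over the 5 classes, and the 2-week panel 12 higher and 9 lower.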

To validate the RNA sequencing findings, we measured a sub-set of miRNAs in additional plasma samples, either from individual animals or a pool of samples, using individual Taqman miRNA assays. Here, we focused on miRNAs that were likely brain-enriched and potential biomarkers of TLE, selecting let-7i-5p (present data and (Lagos-Quintana et al., 2002)) and miR-19b-3p, which we previously identified as an Ago2-enriched, cerebrospinal fluid biomarker of TLE in humans (Raoof et al., 2017). This revealed upregulation of let-7i-5p and miR-19b-3p in Ago2 elutions from the plasma from mice at the two-week time point after SE compared to controls (Supplementary Figure S4).

### Neuron- and microglia-restricted epitope-tagged Ago2 mice

To determine if some of the circulating miRNA biomarkers of epilepsy originate from the brain, and to establish whether any of these are from neurons, we generated mice that express a FLAG-tagged Ago2 protein under a neuron- or microglial-specific promoter. To achieve this, mice expressing a FLAG-tagged Ago2 with a loxP flanked stop codon under the control of the ubiquitously expressed ROSA26 promoter (Schaefer et al., 2010; Tan et al., 2013), were crossed with transgenic lines with a tamoxifen-inducible cre-recombinase driven by a neuronal promoter, Thy1 (Young et al., 2008), or the microglial Cx3cr1 promoter (Parkhurst et al., 2013) (Figure 2A). Attempts to generate an astrocyte-specific FLAG-Ago2 line using a cre-Gfap promoter were unsuccessful (data not shown).

**Figure 2:**
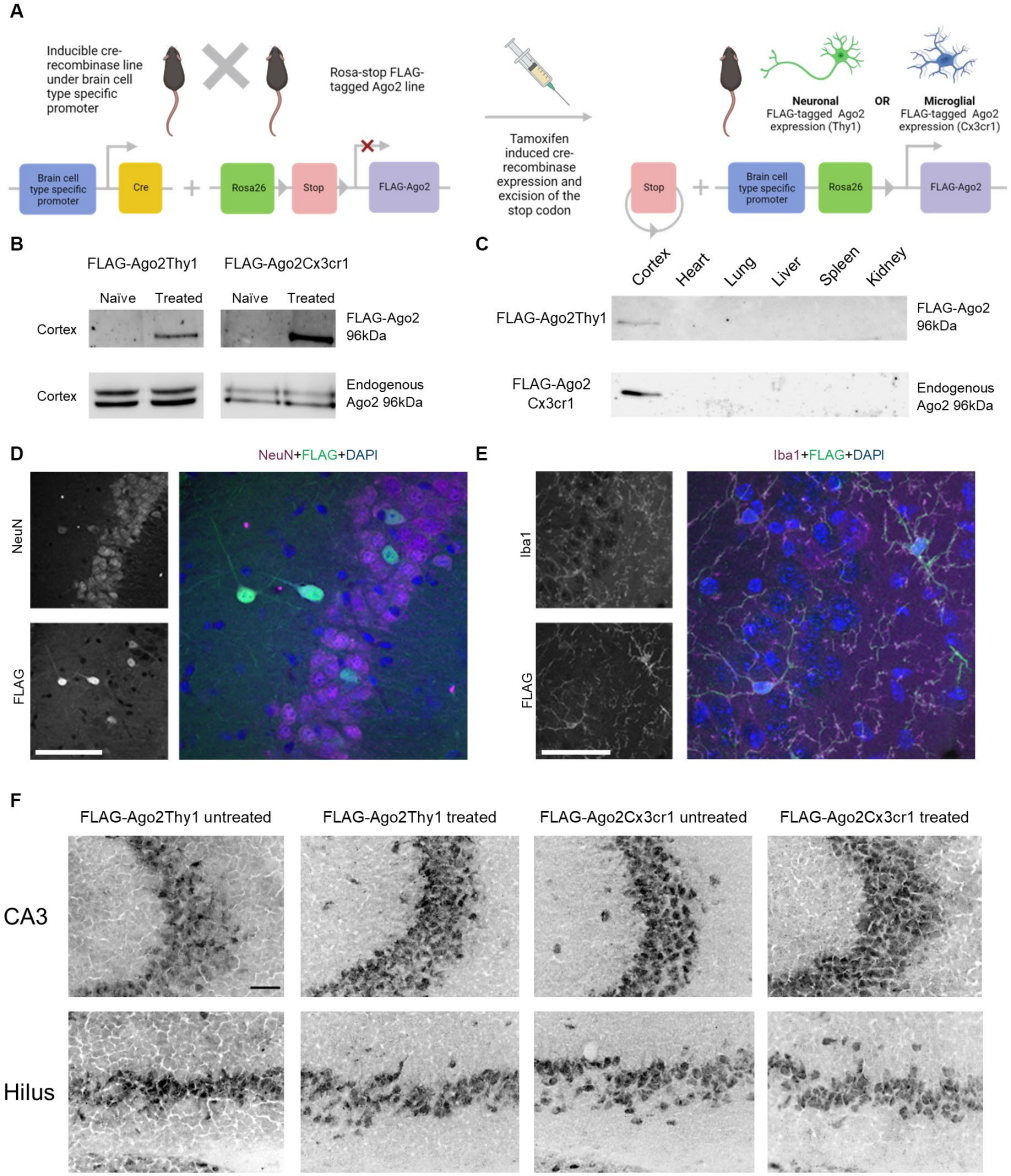
Cell type-specific FLAG-Ago2 mice. **(A)** Schematic showing the breeding scheme for generating mice expressing FLAG-Ago2 under a Thy1 or Cx3cr1 tamoxifen promoter. Graphics in A were produced using Biorender. **(B)** Western blot analysis of Ago2 performed following FLAG immunoprecipitation from the two FLAG-Ago2 X cre lines confirming presence of the FLAG-tagged Ago2 protein following tamoxifen treatment. No FLAG-tagged Ago2 protein was detected in untreated controls. The wildtype Ago2 protein was present in the whole cortical lysate from the same animals. Representative images from n = 3 experiments. **(C)** Representative western blot using anti-Ago2 antibodies following a FLAG immunoprecipitation from the two different mouse lines after tamoxifen treatment. A band at the expected molecular weight of the FLAG-Ago2 protein (~96 kDa) was detected in brain samples but not other organs (tissue was pooled n = 3/lane and results are representative of two independent experiments). **(D)** Representative confocal images of FLAG tag in hippocampal tissue sections from tamoxifen-treated FLAG-Ago2Thy1 mice. Sections were counter-stained with antibodies against NeuN. Larger image shows overlay of DAPI (nuclei). Note, scattered presence of FLAG in neurons. Scale bar, 100 μm. **(E)** Representative confocal images of FLAG tag in hippocampal tissue sections from tamoxifen-treated FLAG-Ago2Cx3cr1 mice. Sections were counter-stained with antibodies against microglia marker Iba1. Larger image shows overlay of DAPI (nuclei). Note, widespread appearance of FLAG in microglia. Scale bar, 66 μm. **(F)** Representative photomicrographs of endogenous Ago2 staining by anti-Ago2 in hippocampal tissue sections of tamoxifen treated and untreated FLAG-Ago2Thy1 and FLAG-Ago2Cx3cr1 mice. Scale bar, 50 μm.

Using western blotting, we first confirmed that tamoxifen treatment (+) of the resulting FLAG-Ago2Thy1 and FLAG-Ago2Cx3cr1 lines resulted in detectable FLAG at the expected molecular weight within the mouse brain (Figure 2B). In contrast, only the endogenous Ago2 was detected in cortical lysates from non-tamoxifen treated FLAG-Ago2Thy1 and FLAG-Ago2Cx3cr1 mice (Figure 2B). Levels of endogenous Ago2 appeared normal in the cortex of both FLAG-Ago2 mouse lines (Figure 2B). We also confirmed that the FLAG-tagged Ago2 from both lines was expressed in lysates from the brain of tamoxifen-treated mice but not a selection of other organs tested (Figure 2C).

We then used confocal microscopy to confirm that the FLAG-Ago2 was correctly restricted to either neurons (FLAG-Ago2Thy1+) or microglia (FLAG-Ago2Cx3cr1+). Hippocampal tissue sections from FLAG-Ago2Thy1+ mice were immunostained with antibodies against FLAG and neuronal nuclear protein (NeuN). Analysis of double-stained sections revealed expression of FLAG in a subset of neurons of various morphologies in the hippocampus (Figure 2D). This suggests that the FLAG-tagged Ago2 is likely expressed by both excitatory and inhibitory neurons, consistent with the expected labelling pattern using a *Thy1* promoter (Young et al., 2008).

Next, we stained sections from FLAG-Ago2Cx3cr1+ mice with antibodies against FLAG and the microglial marker Iba1. Staining for Iba1 had the expected appearance of microglia, with a small cell body from which multiple diffuse processes extended, and there was extensive co-localisation of FLAG staining with the microglial marker (Figure 2E). These experiments confirm the two different mice lines express neuronal and microglial cell type-restricted expression of FLAG-Ago2. Furthermore, cellular patterns of staining for the endogenous Ago2 protein did not appear affected by the tamoxifen-induced expression of FLAG-Ago2 in either line (Figure 2F; Supplementary Figure S5).

### Status epilepticus in cell type-specific FLAG-Ago2 mice

Macroscopic inspection of the brains of the FLAG-Ago2Thy1+ and FLAG-Ago2Cx3cr1+ mice revealed normal morphology (data not shown). Nevertheless, we next assessed the severity and effects of SE in the transgenic mice. Seizures were induced by intra-amygdala kainic acid and recorded using skull-mounted EEG, comparing the two different tamoxifen-treated FLAG-Ago2 lines to untreated transgenic lines.

Intra-amygdala kainic acid triggered prolonged seizures in all mice, characterised by high amplitude, high frequency discharges (Figure 3A). Semi-quantitative analysis of EEGs revealed there were no significant differences in seizure severity between the different mouse lines (Figure 3B). FLAG-Ago2 mice also displayed similar EEG power to controls across delta (1–4 Hz), theta (4–8 Hz), alpha (8–12 Hz) and beta (12–30 Hz) frequency band (Figure 3C). To extend these findings, we analysed neuronal death in the ipsilateral hippocampus 24 h after SE in a subset of the mice. In wildtype animals, seizure-induced damage was observed within the ipsilateral CA3 subfield as expected (Mouri et al., 2008), whereas the bordering seizure-resistant CA2 subfield was spared (Figure 3D). Seizure-induced damage was similar for both FLAG-Ago2Thy1+ and FLAG-Ago2Cx3cr1+ mice and their untreated littermates subject to SE (Figure 3D). Together these data indicate that expression of the FLAG-Ago2 does not significantly alter the electrographic and pathologic features of the intra-amygdala kainic acid model.

**Figure 3:**
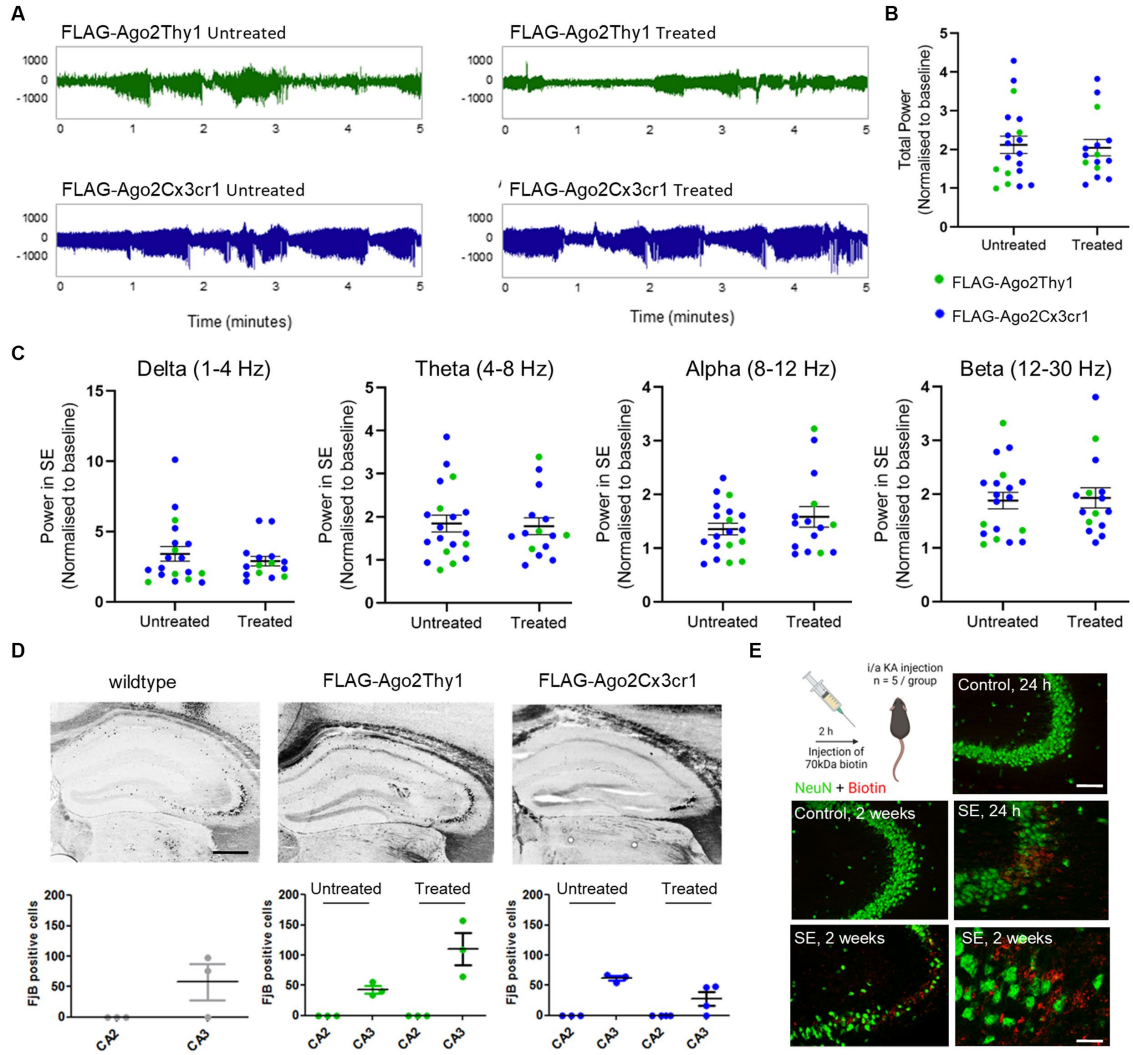
Effects of SE in FLAG-Ago2Thy1 and FLAG-Ago2Cx3cr1 mice. **(A)** Representative EEG recordings of SE following intraamygdala kainic acid in tamoxifen treated and untreated FLAG-Ago2Thy1 and FLAG-Ago2Cx3cr1 mice. Unit on y axis is μV. **(B)** Analysis of EEG total power during SE in tamoxifen treated and untreated FLAG-Ago2Thy1 and FLAG-Ago2Cx3cr1 mice. No differences in seizure severity were observed between groups. **(C)** Analysis of the different frequency bands during SE in tamoxifen treated and untreated FLAG-Ago2Thy1 and FLAG-Ago2Cx3cr1 mice. No differences were observed between groups. **(D)** Representative images and counts of FluoroJade B positive cells (irreversible neuronal damage) observed in the damage-sensitive CA3 and damage-resistant CA2 subfields of the hippocampus. Similar seizure damage was observed in all groups. Scale bar, 500 μm. **(E)** Assessment of BBB permeability observed following SE in wildtype mice. Biotin-dextran amine (BDA) was injected 2 h or 11 days following intraamgydala injection. Injected mice were perfused 72 h later and staining performed to assess BBB disruption. Note, BDA co-localised with sites of neuronal damage in the CA3 hippocampal region. Scale bar, upper panel, 100 μm; lower panel, 50 μm. Graphics in E were produced using Biorender.

We next sought evidence that SE causes blood–brain barrier disruption in this model sufficient to allow passage of a large protein such as Ago2 to pass between blood and brain. For this, we injected wildtype mice with a biotin tracer, 2 h after injection of kainic acid, a time-point when the blood–brain barrier had previously been found to be maximally disrupted in this model (Reschke et al., 2021) (Figure 3E). Staining tissue sections from mice injected with the tracer revealed staining within the CA3 subfield, the major site of damage in the model, but not in control mice (Figure 3E). Similar results were obtained from two-week post-SE mice (Figure 3E). This indicates that changes to the integrity of the blood brain barrier in epilepsy are likely sufficient to allow direct passage of a protein the size of Ago2 into the blood.

### Brain cell type-specific origins of circulating Ago2-bound miRNAs

Last, we sought proof-of-principle that miRNAs from the brain can be detected associated with the FLAG-Ago2 in the plasma of mice after seizures. We subjected FLAG-Ago2Thy1+ and FLAG-Ago2Cx3cr1+ mice to prolonged seizures induced by kainic acid and then immunoprecipitated FLAG from plasma collected 2 weeks later (Figure 4A). RNA was extracted from the eluted FLAG and subjected to miRNA assays for either let-7i-5p or miR-19b-3p (Figures 4B–E). We observed significantly elevated levels of Flag-Ago2-bound miR-19b-3p in both the FLAG-Ago2Thy1+ and FLAG-Ago2Cx3cr1+ mice which experienced SE compared to those which did not. Let7i-5p was elevated in FLAG-eluates from the FLAG-Ago2Cx3cr1+ which experienced SE but not the FLAG-Ago2Thy1+ mice (Figures 4B–E). These findings indicate that a portion of the circulating pool of miRNA has originated from the brain, including a contribution from both microglia and neurons.

**Figure 4:**
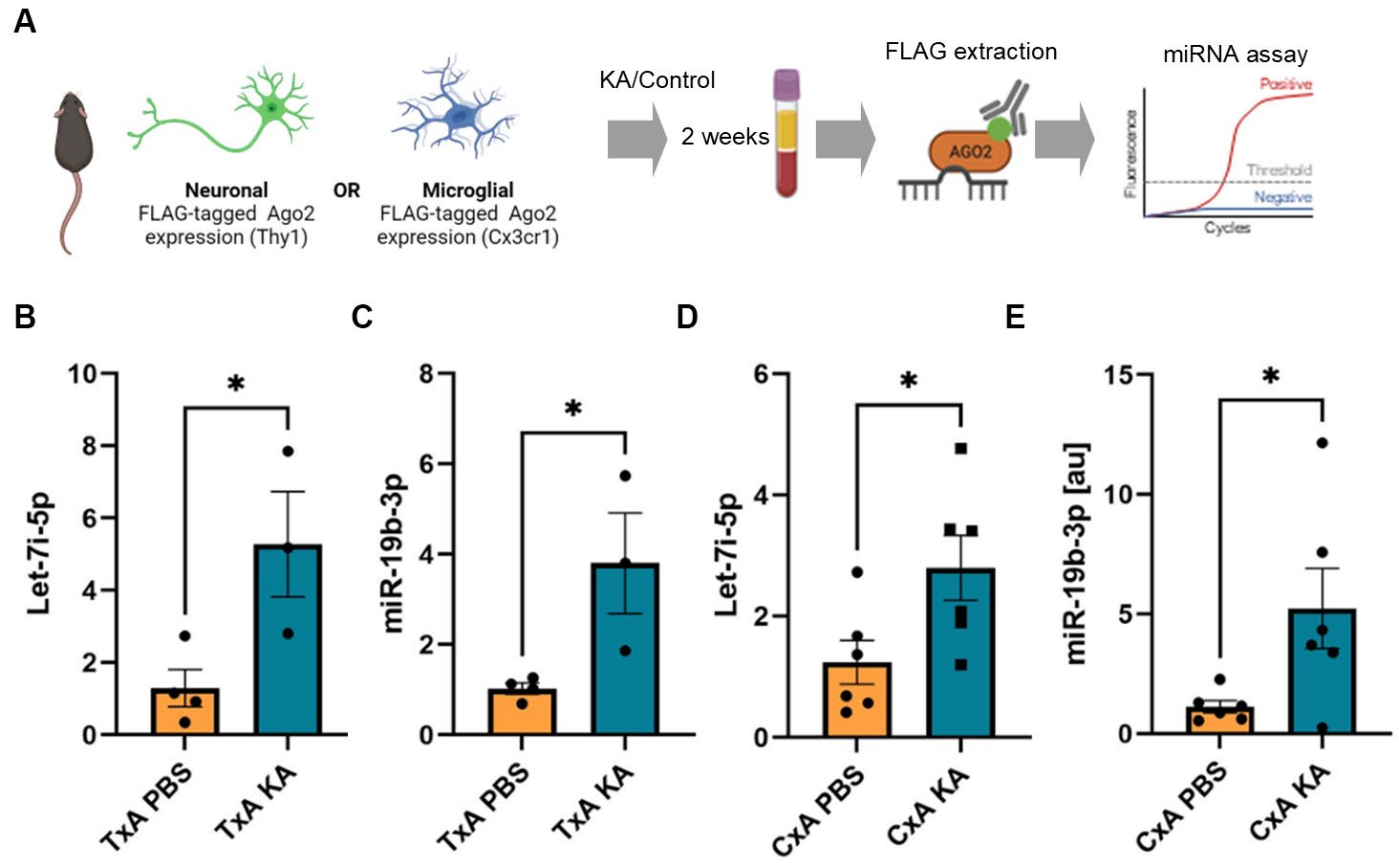
Detection of brain-originating FLAG-Ago2-carried miRNAs in plasma following SE in mice. **(A)** Schematic showing experimental design. Tamoxifen-treated FLAG-Ago2Thy1 (TxA) and FLAG-Ago2Cx3cr1 (CxA) mice were subject to SE (or control, PBS) and plasma sampled 2 weeks later. FLAG was immunoprecipitated from the plasma, RNA extracted and miRNAs measured. Graphics in A were produced using Biorender. **(B–E)** Graphs show elevated levels of let-7i-5p and miR-19b-3p in FLAG extracts from the plasma of individual mice subject to SE compared to control. *p < 0.05.

## Discussion

The development of blood-based miRNA biomarkers for epilepsy would benefit from more direct evidence of pathophysiologic relevance. Here we report that known brain cell type-enriched miRNAs can be detected bound to Ago2 in the plasma of mice subjected to SE. By generating transgenic mice with a FLAG-tagged Ago2 restricted to one of two major subclasses of brain cells and then eluting miRNA from FLAG immunoprecipitates from plasma, we demonstrate that a portion of the circulating miRNA pool likely originates from the brain after SE. Taken together, these findings increase support for circulating miRNAs having mechanistic relevance as biomarkers of epilepsy.

There remains an unmet need for biomarkers to support diagnosis of epilepsy and recent or impending seizures. To this end, multiple studies have reported elevated levels of brain-enriched or inflammation-associated miRNAs in biofluids such as plasma in experimental and human epilepsy (Enright et al., 2018). The present study was designed to increase confidence that these circulating biomarkers have direct mechanistic links to the pathophysiology (Brindley et al., 2019). For example, the altered miRNA profiles in blood and other biofluids reported in patients might reflect non-CNS effects of the disease such as elevated inflammation or responses to anti-seizure medicines. The present study addressed this concern by providing evidence that miRNAs that were Ago2-loaded in the brain can be detected among the plasma-based miRNA biomarker signal.

Previous studies have confirmed that when expressed in the mouse brain, FLAG-Ago2 carries an extensive range of miRNAs representative of the functional miRNA pool (Schaefer et al., 2010; Tan et al., 2013; Brennan et al., 2020). Here, we adapted this approach to develop an *in vivo* model to test for brain cell-derived miRNAs in the circulation. Combining *in vivo* cre/loxP technology, immunoprecipitation methods and RT-qPCR, we placed FLAG-Ago2 expression under *Thy1* or *Cx3cr1* control and could elute miRNAs in FLAG pull-downs from the plasma of mice. Plasma levels of the tested FLAG-bound miRNAs were broadly elevated in both lines, consistent with increased release following seizures. Among those was let-7i, which is brain-enriched, although expressed by other organs (Keller et al., 2022). Hippocampal levels of let-7i decline after pilocarpine-induced SE (Risbud and Porter, 2013) but increase in the plasma after traumatic brain injury in rats (Balakathiresan et al., 2012), suggesting circulating let-7i may be a broad biomarker for epileptogenic brain injuries. Let-7i may also be a therapeutic target via effects on brain-derived neurotrophic factor (BDNF)-progesterone signalling and neuroprotective responses (Nguyen et al., 2018; He et al., 2022). A second miRNA, miR-19b showed a similar profile of elevation in FLAG-Ago2 from neuronal and microglial lines. Elevated levels of miR-19b have been reported in the cerebrospinal fluid of TLE and SE patients (Raoof et al., 2017) with functional studies indicating miR-19b controls glial signalling (Kalozoumi et al., 2018). Together, this supports there being a brain- and brain-cell type miRNA signature present in the circulation, increasing confidence that circulating miRNA have direct pathophysiologic links to events in the brain in experimental epilepsy. Further optimisation to elute miRNAs from low-abundance FLAG-Ago2 in plasma could enable a complete profile (e.g., sequencing) of the circulating miRNAs derived from these brain cell types.

The ipsilateral CA3 subfield displays neurodegeneration, chronic BBB disruption and generates the spontaneous seizures in the present model (Li et al., 2008; Reschke et al., 2021). Accordingly, the hippocampus may be the source of the miRNAs eluted along with FLAG-Ago2 from plasma. Indeed, the tamoxifen-inducible *Thy1* promoter restricted the expression of FLAG-Ago2 to neurons, including hippocampal CA subfield neurons. We observed mixed neuronal populations expressing FLAG-Ago2, as expected (Young et al., 2008). Thus, we cannot assign plasma-detected miRNAs to specific affected brain structures or neuronal subtypes. Importantly, expression of FLAG-Ago2 did not appear to affect the abundance or cell-type localisation of endogenous Ago2 in the mouse hippocampus, nor alter their responses to kainic acid. Also, while AGO2 levels have been found to be elevated in human TLE, expression of Ago2 is unchanged in the present model (Mckiernan et al., 2012). The sparse expression of FLAG-Ago2 in neurons suggests we are likely to have underestimated the full contingent of neuron-derived miRNAs in the plasma. The detection of FLAG-Ago2-bound miR-19b-3p in the *Cx3cr1*-driven line indicates a portion of the circulating miRNA pool may come from non-neuronal cells, likely microglia. This supports the multiple brain cell type contribution implied by our Ago2 sequencing of plasma from mice after SE. The finding is also consistent with active miRNA signalling by microglia in epilepsy (Brennan and Henshall, 2020). Indeed, microglia are increasingly understood to perform complex functions in the brain, enhancing inhibitory neurotransmission (Badimon et al., 2020), but also promoting a pro-epileptogenic inflammatory environment by engaging incoming immune cells (Kumar et al., 2022). The specificity of *Cx3cr1* for microglia is incomplete, and we cannot exclude a non-brain-resident macrophage contribution to the miRNA eluted from the FLAG-Ago2 mice using this promoter (Yona et al., 2013). Nevertheless, immune cell entry occurs in the epileptogenic focus in drug-resistant epilepsy (Kumar et al., 2022), and the peripherally-detected FLAG-Ago2 from the *Cx3cr1* mouse line containing miRNA may have originated from centrally-driven pathophysiologic actions of these cells.

Additional mouse lines could be generated to further explore brain region or cell type-specific contributions to the circulating biomarker signal. Astrocytes represent a key cell type implicated in epileptogenesis, including in this model (Li et al., 2008), and where miRNA-driven signalling is established (Simonato et al., 2021). Our attempted use of a *Gfap* promoter to drive a FLAG-Ago2 astrocyte line was unsuccessful. Single cell and other data on cell specification markers could yield alternative approaches (Andersson et al., 2014). Other cell types, including oligodendroglia, are increasingly linked to the pathogenesis of epilepsy and progressive white matter injury and miRNA from these sources may contribute to the circulating miRNA pool (Dubey et al., 2022).

Ago2 sequencing provided broad support for a significant contribution of brain-originated miRNAs to the circulating miRNAs pool. We found higher levels of multiple brain-enriched miRNAs in the plasma of mice within 4 h of SE, which declined at later time points. This likely reflects the early and transient large-scale opening of the BBB in the hours following SE in the model (Michalak et al., 2013; Reschke et al., 2021). Brain-derived miRNAs continued to be elevated, however, in samples up to two weeks after SE. This could be due to ongoing spontaneous seizure-induced breaches in BBB integrity (Reschke et al., 2021; Greene et al., 2022). The mechanism of passage of brain miRNAs into the circulation remains uncertain. The abundance of the presumed brain-originated miRNAs in the plasma largely matches the relative abundances of neurons and glia in the brain. It is unknown whether cell lysis or pathway-directed release of Ago2-bound miRNAs contributes most to the signal in the circulation. This could be resolved using additional and complementary methods to label specific brain cell proteins or microvesicles (e.g., exosomes) prior to subsequent detection in the circulation (Parker and Pratt, 2020). We note as well that brain-enriched Ago2-bound miRNAs were also detected in the plasma of control mice. It is possible, therefore, that mechanisms exist by which some Ago2-bound miRNAs transfer to the circulation via non-blood brain barrier breaches (Bohr et al., 2022). Alternatively, we may be detecting trace signals of brain-enriched miRNAs expressed at low levels in other systems in the body. Indeed, several miRNAs including miR-134 which were originally thought to be specific to the CNS can be detected in other organs (Keller et al., 2022).

AGO2/Ago2 is considered the main catalytic engine of the RISC but other Ago proteins are involved in miRNA-based gene silencing (Czech and Hannon, 2011). The tissue distribution and function of different Ago proteins varies and this could influence the biomarker signal we obtained in plasma (Turchinovich and Burwinkel, 2012). Here we focused on Ago2-carried miRNA in the circulation. Future studies could profile the circulating miRNA content of other Ago isoforms to determine if one or more contain a signal with highest sensitivity and specificity to distinguish epilepsy samples from controls. A limitation of the present study was the lack of biological replicates for the sequencing part of the study, due to the necessarily large number of mouse samples that had to be pooled to create a sample that could yield enough Ago2-bound small RNA to be sequenced. This was compensated in part by validation of a selection of miRNAs using Taqman-based assays and samples from individual animals, although some pooling of samples was still required. Advances in using lower input RNA may enable RNA sequencing replicates to be generated from individual animals in the future (Dave et al., 2019). This would also allow plasma miRNA profiles to be aligned to individual electrophysiological or neuropathological profiles. Comparing the Ago pool to the total pool or the miRNA enclosed in microvesicles may yield further improvements in signal-to-noise that could guide decisions on technology for point-of-care testing (Enright et al., 2018; Brindley et al., 2019). Indeed, microvesicles represent an independent source of circulating miRNA biomarkers of epilepsy (Yan et al., 2017; Enright et al., 2018; Batool et al., 2019), and could be further explored in this model in the future. Thus, the present findings may have implications for how we process plasma for biomarker studies (Dave et al., 2019). If the Ago2-bound signal carries the superior diagnostic yield, then measurement assays may need to be adapted to include a step to select for this protein-conveyed miRNA population. Notably, there are rapid, non-amplified miRNA detection technologies that have promise as point-of-care devices but these currently use whole plasma and so would need an adaptation to recover the Ago fraction (Mcardle et al., 2017; Dave et al., 2019).

Clinical studies have identified circulating miRNA biomarkers of epilepsy in CSF (Raoof et al., 2017) and blood (serum and plasma) (Wang et al., 2015; Enright et al., 2018; Raoof et al., 2018; Brennan et al., 2020; Ioriatti et al., 2020). Several of the same human epilepsy circulating miRNAs were detected here, bound to Ago2 in the plasma of mice. This supports the clinical relevance of the mouse model, which is refractory to various anti-seizure medicines (West et al., 2022), as well as the likely brain origins of some portion of the proposed miRNA biomarkers in clinical studies. However, we also identified miRNAs dysregulated in the Ago2 sequencing study which have not yet been reported in clinical studies. This suggests analysing specific pools of miRNA may uncover more subtle disease-associated molecular signatures and provide better diagnostic power than whole plasma analysis.

In summary, the present study demonstrates that a portion of the circulating miRNA signature in the blood is derived from the brain in experimental TLE. Brain cell type restricted expression of FLAG-Ago2 and subsequent FLAG immunoprecipitations indicate this includes neuronal and non-neuronal cell, namely microglial, contributions. These findings support ongoing efforts to develop miRNA-based biomarker panels to support diagnosis of epilepsy and seizures and may inform the design of technologies for their detection.

## Methods

### Animal studies

All animal experiments were performed in accordance with the European Union Directive (2010/63/EU) and were reviewed by the HPRA (19,127/P001) and the Research Ethics Committee, RCSI (REC 842). Adult male C57BL/6JOlaHsd mice were bred in house in the Biomedical Research Facility (BRF) in RCSI unless otherwise indicated. All animals were housed 2-5/cage in the climate-controlled environment on a 12 h light/dark cycle. Food and water were provided *ab libitum*.

EEG traces were analysed using custom MATLAB (vR2022a) scripts. Data were converted to the frequency domain by fast Fourier transform (FFT size 4,096) and the power of individual frequency bands extracted. Power in each band was measured from artefact-free periods during baseline (before SE) and during SE. Normalised power was expressed as the ratio of power during SE:basline.

### Generation of cell-type specific FLAG-tagged-Argonaute-2 mice

Heterozygous transgenic mice expressing *Rosa-Stop^fl/fl^-Flag-Ago2* were kindly provided by Anne Schaefer, Icahn School of Medicine, NYC (Schaefer et al., 2010; Tan et al., 2013). Homozygous FLAG-tagged Ago2 mice were crossed with inducible cre-recombinase mouse lines driven by brain cell type restricted promoters. Upon treatment with the inducing agent, tamoxifen, neuron (Thy1, Stock 012708) and microglia (Cx3cr1, Stock 021160) restricted expression of FLAG-tagged Ago2 resulted. New mouse lines produced as part of this study have genotypes *Thy1-Cre^tg/+^; Rosa-Stop^fl/fl^-Flag-Ago2* (FLAG-Ago2Thy1) and *Cx3cr1-cre^tg/tg^; Rosa-Stop^fl/fl^-Flag-Ago2* (FLAG-Ago2Cx3cr1). Tamoxifen (0.1 mL of 10 mg/mL solution, Sigma-Aldrich, Ireland) was administered via intraperitoneal injection as follows; once a day for five days, two day rest, then once a day for five days.

### Murine model of SE, plasma collection and processing

SE was induced as previously described (Reschke et al., 2021) with some minor modifications. Briefly, adult male mice were anesthetized. A guide cannula and three surface EEG electrodes were implanted. Kainic acid (0.3 μg) was injected into the ipsilateral amygdala in awake mice to trigger SE. To reduce mortality and morbidity, midazolam or lorazepam (8 mg/kg) was administered after 40 min (Diviney et al., 2015). Blood was collected from mice using the submandibular bleed technique (Brennan et al., 2020), into a 0.5 mL tube coated with K2 EDTA (0.5 M, Sigma-Aldrich, Ireland) at various time points following SE. Samples were centrifuged at 1300 x g for 10 min at 4°C to separate the plasma from blood cells. The plasma supernatant was removed and placed in a fresh tube and immediately placed on ice. Haemolysis levels were evaluated using a Nanodrop 2000 spectrophotometer and only samples with a reading of <0.25Abs at 414 nm were used (Brennan et al., 2020).

### Extraction of small RNA from plasma fractions

Ago2 protein was extracted as described previously (Raoof et al., 2018). Briefly, pre-cleared plasma was incubated with Ago2 antibody (C34C6; Cell Signalling Technology) overnight at 4°C. Protein A/G beads were added, and samples were incubated at 4°C for 2 h. Bead-Ago2 complexes were pelleted by centrifugation, washed and RNA was extracted using the phenol-chloroform technique. 50 μL of plasma from 10 mice were pooled (final volume 500 μL) and the Ago2-bound fraction was extracted as outlined above. The FLAG-tagged Ago2 protein was precipitated from transgenic mouse plasma using the technique outlined above except the pre-cleared plasma was incubated with 10 μL of the Anti-FLAG M2 Magnetic Beads (Cat#: M8823 Sigma-Aldrich, Ireland) overnight at 4°C.

### Small RNA sequencing

The time-points for Ago2 sequencing were 4 h, 8 h, 24 h and 2 weeks after SE. Each SE sample was compared to a plasma pool collected from a control (intraamygdala PBS) mouse from the sample time point (n = 10/each). An exception was the 2 week time-point where the control sample failed to generate a library that passed QC and therefore the 2 week SE sample was compared to the 24 h control. Small RNA libraries from plasma were prepared using the Illumina TruSeq Small RNA Library Prep Kit (Illumina, UK) with reagent volumes halved to account for lower concentrations of miRNA to prevent excessive formation of adapter dimers. Small RNA libraries were separated by electrophoresis on Pippin Prep (Sage Science, US) using a 3% agarose gel cassette (Lab Tech, UK), selecting for RNA in the size range of 90–250 bp (adapted-ligated miRNA). Libraries were sequenced on an Illumina HiSeq. The sequencing data have been deposited to the Gene Expression Omnibus (GSE233890).

### Bioinformatic analysis

FastQ files were downloaded from the Illumina BaseSpace website.^1^ Chimera software was used to trim adapters, size-select miRNA reads and to align identified reads to the reference genome of interest. Reads are aligned to miRBase using BLASTn. This software allows 2-mismatched nucleotides. Downstream analyses to identify differentially expressed miRNA were performed using edgeR and Limma packages from Bioconductor. Graphics were produced using the glimma package. For mouse analysis, based on the fact that the mice are genetically identical, a square root value (BCV) of 0.1 was set to allow an estimated *p* value based on dispersion values.

### Identification of brain and brain cell-type specific miRNAs

An extensive literature search was performed to identify reported enrichment of miRNA identified by RNAseq. The entire list of miRNAs that mapped to the mouse miRBase V21 database was compared against those reportedly enriched in different organs and brain regions (Lagos-Quintana et al., 2002) and enriched in different brain cell types *in vitro* (Jovicic et al., 2013) and *in vivo* (Butovsky et al., 2014). miRNAs were searched in PubMed to identify *in situ* hybridization studies (Schratt et al., 2006; Thompson et al., 2007; Cheng et al., 2009; Huse et al., 2009; Pena et al., 2009; Aronica et al., 2010; Nelson et al., 2010; Iyer et al., 2012; Ouyang et al., 2013; Kaalund et al., 2014; Van Scheppingen et al., 2016) demonstrating colocalization of miRNAs with known brain cell type markers and using techniques such as miRAP (He et al., 2012).

### Small-scale individual Taqman assay

Brain cell type of origin was investigated using Taqman small-scale miRNA assays let7i-5p (002221) and miR-19b-3p (000396) (Applied Biosystems) as described (Heiland et al., 2023). Plasma from two male animals of the same genotype were pooled per sample and all amplifications were performed in triplicate in a 96-well plate and the comparative Ct values were measured on the 12 K-Flex. For validation of the pooled RNA-seq from individual samples ~100 μL of plasma collected from individual animals or combined from 2 animals. Samples were transferred to a new microcentrifuge tube and 20 μL of the sample was set aside for RNA isolation and use as input for normalisation. On the remaining 80 μL Ago2 immunoprecipitation was performed as described above, RNA was then isolated from immunoprecipitates and subjected to targeted cDNA synthesis and Taqman assay on the 12 K-Flex. The 2-DDCt method was used for relative quantification.

### Western blotting

Tissue samples were homogenised in 500 μL protein lysis buffer (0.1 M NaCl, 20 mM Tris–HCl, pH7.6, 1 mM EDTA, pH8.0, 1% NP-40). Samples were centrifuged to pellet any cellular debris. FLAG-Ago2 was immunoprecipitated from 800 μg of tissue lysate using an Anti-FLAG M2 coated 96-well plates (P2983, Sigma-Aldrich, Ireland) as per the manufacturer’s guidelines. Lysates were removed and protein antibody-conjugates linked to the bottom of the plate were washed three times with 300 μL of ELISA wash buffer (100 mM Tris buffered saline, pH8.2, 2 mM MgCl_2_, 0.5% Tween-20 – all Sigma-Aldrich, Ireland). Protein was eluted by incubating wells in 2 X Laemelli buffer for 10 min, shaking at 900 rpm. FLAG-Ago2 immunoprecipitates and 30 μg of whole brain lysate were analysed using standard western blotting techniques using antibodies against FLAG and Ago2.

### Immunohistochemistry

Paraformaldehyde-fixed, free-floating sections were blocked in 10% normal goat serum, before incubation in antibodies against FLAG, NeuN and Iba1 overnight at 4°C. Sections were washed and were washed and incubated in suitable secondary in suitable secondary antibody (Alexa Fluor 488 or Alexa Fluor 568) diluted in PBS containing 0.1% Triton-X 100 for 2 h at room temperature. Sections were investigated under Leica LSM confocal microscope at 40X magnification.

For the endogenous Ago2 staining, mouse brain slices were cryosectioned at a thickness of 12 μm and mounted on slides and formalin fixed. Sections were blocked in 1% BSA for 1.5 h followed by incubation overnight with the primary antibody against Ago2 (Cell Signaling; 1:100). On the next day, slices were washed and then incubated with fluorescent secondary antibody (Invitrogen, Ireland) for 2 h. Then, sections were rinsed again, stained with DAPI and mounted and imaged using a Leica DM4000 epifluorescence microscope.

### FluoroJade B staining

Fluorojade B staining was performed to assess SE-induced neuronal death (Mouri et al., 2008). Briefly, brain slices were cryosectioned at a thickness of 12 μm and tissue was fixed in formalin. Slices were passed through graded ethanol, incubated in a 0.006% potassium permanganate and finally incubated in 0.001% Fluorojade B. Neuronal damage was assessed by manual counting of Fluorojade B positive cells in the CA1, CA2, CA3 and dentate gyrus hippocampal regions under a Leica DM4000 epifluorescence microscope.

### Biotin administration and staining

BBB disruption was assessed by systemically injecting Biotin dextran amine (BDA, 70 kDa) following SE and staining for the presence of BDA in the mouse brain. For the acute experiments, BDA at a concentration of 90 mg/kg was administered via intraperitonial injection 2 h following KA injection. Then, 72 h following BDA injection, mice were PBS perfused and brains were snap frozen. To confirm disruption to the BBB in the chronic phase, BDA was injected 11 days after SE and then brains collected 72 h later. Mouse brain slices were cryosectioned at a thickness of 12 μm and mounted on slides and formalin fixed. Staining was performed as above, however streptavidin-AF594 (1:500) was added to the secondary antibody and incubated 2 h at room temperature. Sections were investigated under a Leica DM4000 epifluorescence microscope.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233890.

## Ethics statement

The animal study was approved by Research Ethics Committee, RCSI (REC 842). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

EB, MH, MD, OM, TDMH, CRR, and AS-R: animal studies and sample generation. EB, EL, AB, GPB, KC, YY, MTV, JK: sequencing and molecular studies. EB, JPH, MH: microscopy and histology. GM: EEG analysis. EB, CM, EL, and GB: Molecular data analysis and statistics. DCH, EB, and GPB: Conception, overall study design and writing of the manuscript. All authors contributed to the article and approved the submitted version.

## References

[ref1] AnderssonR.GebhardC.Miguel-EscaladaI.HoofI.BornholdtJ.BoydM.. (2014). An atlas of active enhancers across human cell types and tissues. Nature 507, 455–461. doi: 10.1038/nature12787, PMID: 24670763PMC5215096

[ref2] AronicaE.FluiterK.IyerA.ZuroloE.VreijlingJ.Van VlietE. A.. (2010). Expression pattern of miR-146a, an inflammation-associated microRNA, in experimental and human temporal lobe epilepsy. Eur. J. Neurosci. 31, 1100–1107. doi: 10.1111/j.1460-9568.2010.07122.x, PMID: 20214679

[ref3] ArroyoJ. D.ChevilletJ. R.KrohE. M.RufI. K.PritchardC. C.GibsonD. F.. (2011). Argonaute2 complexes carry a population of circulating microRNAs independent of vesicles in human plasma. Proc. Natl. Acad. Sci. U. S. A. 108, 5003–5008. doi: 10.1073/pnas.1019055108, PMID: 21383194PMC3064324

[ref4] BadimonA.StrasburgerH. J.AyataP.ChenX.NairA.IkegamiA.. (2020). Negative feedback control of neuronal activity by microglia. Nature 586, 417–423. doi: 10.1038/s41586-020-2777-8, PMID: 32999463PMC7577179

[ref5] BakM.SilahtarogluA.MollerM.ChristensenM.RathM. F.SkryabinB.. (2008). MicroRNA expression in the adult mouse central nervous system. RNA 14, 432–444. doi: 10.1261/rna.783108, PMID: 18230762PMC2248253

[ref6] BalakathiresanN.BhomiaM.ChandranR.ChavkoM.MccarronR. M.MaheshwariR. K. (2012). MicroRNA let-7i is a promising serum biomarker for blast-induced traumatic brain injury. J. Neurotrauma 29, 1379–1387. doi: 10.1089/neu.2011.2146, PMID: 22352906PMC3335133

[ref7] BargajeR.HariharanM.ScariaV.PillaiB. (2010). Consensus miRNA expression profiles derived from interplatform normalization of microarray data. RNA 16, 16–25. doi: 10.1261/rna.1688110, PMID: 19948767PMC2802026

[ref8] BartelD. P. (2018). Metazoan MicroRNAs. Cell 173, 20–51. doi: 10.1016/j.cell.2018.03.006, PMID: 29570994PMC6091663

[ref9] BatoolA.HillT. D. M.NguyenN. T.LangaE.DivineyM.MooneyC.. (2019). Altered biogenesis and microRNA content of hippocampal exosomes following experimental status epilepticus. Front. Neurosci. 13:1404. doi: 10.3389/fnins.2019.0140432009885PMC6978807

[ref10] BohrT.HjorthP. G.HolstS. C.HrabetovaS.KiviniemiV.LiliusT.. (2022). The glymphatic system: current understanding and modeling. iScience 25:104987. doi: 10.1016/j.isci.2022.104987, PMID: 36093063PMC9460186

[ref11] BrennanG. P.BauerS.EngelT.Jimenez-MateosE. M.Del GalloF.HillT. D. M.. (2020). Genome-wide microRNA profiling of plasma from three different animal models identifies biomarkers of temporal lobe epilepsy. Neurobiol. Dis. 144:105048. doi: 10.1016/j.nbd.2020.10504832800995

[ref12] BrennanG. P.HenshallD. C. (2020). MicroRNAs as regulators of brain function and targets for treatment of epilepsy. Nat. Rev. Neurol. 16, 506–519. doi: 10.1038/s41582-020-0369-832546757

[ref13] BrindleyE.HillT. D. M.HenshallD. C. (2019). MicroRNAs as biomarkers and treatment targets in status epilepticus. Epilepsy Behav. 101:106272. doi: 10.1016/j.yebeh.2019.04.02531171435

[ref14] ButovskyO.JedrychowskiM. P.MooreC. S.CialicR.LanserA. J.GabrielyG.. (2014). Identification of a unique TGF-beta-dependent molecular and functional signature in microglia. Nat. Neurosci. 17, 131–143. doi: 10.1038/nn.3599, PMID: 24316888PMC4066672

[ref15] ChandradossS. D.SchirleN. T.SzczepaniakM.MacraeI. J.JooC. (2015). A dynamic search process underlies microRNA targeting. Cell 162, 96–107. doi: 10.1016/j.cell.2015.06.032, PMID: 26140593PMC4768356

[ref16] ChengL. C.PastranaE.TavazoieM.DoetschF. (2009). miR-124 regulates adult neurogenesis in the subventricular zone stem cell niche. Nat. Neurosci. 12, 399–408. doi: 10.1038/nn.2294, PMID: 19287386PMC2766245

[ref17] CzechB.HannonG. J. (2011). Small RNA sorting: matchmaking for Argonautes. Nat. Rev. Genet. 12, 19–31. doi: 10.1038/nrg2916, PMID: 21116305PMC3703915

[ref18] DaveV. P.NgoT. A.PernestigA. K.TilevikD.KantK.NguyenT.. (2019). MicroRNA amplification and detection technologies: opportunities and challenges for point of care diagnostics. Lab. Investig. 99, 452–469. doi: 10.1038/s41374-018-0143-3, PMID: 30542067

[ref19] DivineyM.ReynoldsJ. P.HenshallD. C. (2015). Comparison of short-term effects of midazolam and lorazepam in the intra-amygdala kainic acid model of status epilepticus in mice. Epilepsy Behav. 51, 191–198. doi: 10.1016/j.yebeh.2015.07.038, PMID: 26291773

[ref20] DubeyM.Pascual-GarciaM.HelmesK.WeverD. D.HamadaM. S.KushnerS. A.. (2022). Myelination synchronizes cortical oscillations by consolidating parvalbumin-mediated phasic inhibition. elife 11:e73827. doi: 10.7554/eLife.73827, PMID: 35001871PMC8887893

[ref21] EngelJ.Jr.PitkanenA.LoebJ. A.Edward DudekF.BertramE. H.3rdColeA. J.. (2013). Epilepsy biomarkers. Epilepsia 54, 61–69. doi: 10.1111/epi.12299, PMID: 23909854PMC4131763

[ref22] EnrightN.SimonatoM.HenshallD. C. (2018). Discovery and validation of blood microRNAs as molecular biomarkers of epilepsy – Ways to close current knowledge gaps. Epilepsia Open 3, 427–436. doi: 10.1002/epi4.12275, PMID: 30525113PMC6276772

[ref23] FerrieC. D. (2006). Preventing misdiagnosis of epilepsy. Arch. Dis. Child. 91, 206–209. doi: 10.1136/adc.2005.088906, PMID: 16492881PMC2065943

[ref24] GaspariniS.BeghiE.FerlazzoE.BeghiM.BelcastroV.BiermannK. P.. (2019). Management of psychogenic non-epileptic seizures: a multidisciplinary approach. Eur. J. Neurol. 26, 205–e15. doi: 10.1111/ene.13818, PMID: 30300463

[ref25] GeekiyanageH.RayatpishehS.WohlschlegelJ. A.BrownR.Jr.AmbrosV. (2020). Extracellular microRNAs in human circulation are associated with miRISC complexes that are accessible to anti-AGO2 antibody and can bind target mimic oligonucleotides. Proc. Natl. Acad. Sci. U. S. A. 117, 24213–24223. doi: 10.1073/pnas.2008323117, PMID: 32929008PMC7533700

[ref26] GorterJ. A.IyerA.WhiteI.ColziA.Van VlietE. A.SisodiyaS.. (2014). Hippocampal subregion-specific microRNA expression during epileptogenesis in experimental temporal lobe epilepsy. Neurobiol. Dis. 62, 508–520. doi: 10.1016/j.nbd.2013.10.026, PMID: 24184920

[ref27] GreeneC.HanleyN.ReschkeC. R.ReddyA.MaeM. A.ConnollyR.. (2022). Microvascular stabilization via blood-brain barrier regulation prevents seizure activity. Nat. Commun. 13:2003. doi: 10.1038/s41467-022-29657-y, PMID: 35422069PMC9010415

[ref28] GuoZ.MakiM.DingR.YangY.ZhangB.XiongL. (2014). Genome-wide survey of tissue-specific microRNA and transcription factor regulatory networks in 12 tissues. Sci. Rep. 4:5150. doi: 10.1038/srep05150, PMID: 24889152PMC5381490

[ref29] HeM.LiuY.WangX.ZhangM. Q.HannonG. J.HuangZ. J. (2012). Cell-type-based analysis of microRNA profiles in the mouse brain. Neuron 73, 35–48. doi: 10.1016/j.neuron.2011.11.010, PMID: 22243745PMC3270494

[ref30] HeX. C.WangJ.DuH. Z.LiuC. M.TengZ. Q. (2022). Intranasal administration of agomir-let-7i improves cognitive function in mice with traumatic brain injury. Cells 11:1348. doi: 10.3390/cells1108134835456028PMC9027059

[ref31] HeilandM.ConnollyN. M. C.MamadO.NguyenN. T.KesavanJ. C.LangaE.. (2023). MicroRNA-335-5p suppresses voltage-gated sodium channel expression and may be a target for seizure control. Proc. Natl. Acad. Sci. U. S. A. 120:e2216658120. doi: 10.1073/pnas.2216658120, PMID: 37463203PMC10372546

[ref32] HuseJ. T.BrennanC.HambardzumyanD.WeeB.PenaJ.RouhanifardS. H.. (2009). The PTEN-regulating microRNA miR-26a is amplified in high-grade glioma and facilitates gliomagenesis in vivo. Genes Dev. 23, 1327–1337. doi: 10.1101/gad.1777409, PMID: 19487573PMC2701585

[ref33] IoriattiE. S.CirinoM. L. A.Lizarte NetoF. S.VelascoT. R.SakamotoA. C.Freitas-LimaP.. (2020). Expression of circulating microRNAs as predictors of diagnosis and surgical outcome in patients with mesial temporal lobe epilepsy with hippocampal sclerosis. Epilepsy Res. 166:106373. doi: 10.1016/j.eplepsyres.2020.106373, PMID: 32682279

[ref34] IyerA.ZuroloE.PrabowoA.FluiterK.SplietW. G.Van RijenP. C.. (2012). MicroRNA-146a: A key regulator of astrocyte-mediated inflammatory response. PLoS One 7:e44789. doi: 10.1371/journal.pone.0044789, PMID: 23028621PMC3441440

[ref35] JovicicA.RoshanR.MoisoiN.PradervandS.MoserR.PillaiB.. (2013). Comprehensive expression analyses of neural cell-type-specific miRNAs identify new determinants of the specification and maintenance of neuronal phenotypes. J. Neurosci. 33, 5127–5137. doi: 10.1523/JNEUROSCI.0600-12.2013, PMID: 23516279PMC6705001

[ref36] KaalundS. S.VenoM. T.BakM.MollerR. S.LaursenH.MadsenF.. (2014). Aberrant expression of miR-218 and miR-204 in human mesial temporal lobe epilepsy and hippocampal sclerosis-convergence on axonal guidance. Epilepsia 55, 2017–2027. doi: 10.1111/epi.12839, PMID: 25410734

[ref37] KalozoumiG.Kel-MargoulisO.VafiadakiE.GreenbergD.BernardH.SoreqH.. (2018). Glial responses during epileptogenesis in *Mus musculus* point to potential therapeutic targets. PLoS One 13:e0201742. doi: 10.1371/journal.pone.0201742, PMID: 30114263PMC6095496

[ref38] KearneyH.ByrneS.CavalleriG. L.DelantyN. (2019). Tackling epilepsy with high-definition precision medicine: a review. JAMA Neurol. 76, 1109–1116. doi: 10.1001/jamaneurol.2019.2384, PMID: 31380988

[ref39] KellerA.GrogerL.TschernigT.SolomonJ.LahamO.SchaumN.. (2022). miRNATissueAtlas2: an update to the human miRNA tissue atlas. Nucleic Acids Res. 50, D211–D221. doi: 10.1093/nar/gkab808, PMID: 34570238PMC8728130

[ref40] KumarP.LimA.HazirahS. N.ChuaC. J. H.NgohA.PohS. L.. (2022). Single-cell transcriptomics and surface epitope detection in human brain epileptic lesions identifies pro-inflammatory signaling. Nat. Neurosci. 25, 956–966. doi: 10.1038/s41593-022-01095-535739273PMC9276529

[ref41] Lagos-QuintanaM.RauhutR.YalcinA.MeyerJ.LendeckelW.TuschlT. (2002). Identification of tissue-specific microRNAs from mouse. Curr. Biol. 12, 735–739. doi: 10.1016/S0960-9822(02)00809-6, PMID: 12007417

[ref42] LandgrafP.RusuM.SheridanR.SewerA.IovinoN.AravinA.. (2007). A mammalian microRNA expression atlas based on small RNA library sequencing. Cell 129, 1401–1414. doi: 10.1016/j.cell.2007.04.040, PMID: 17604727PMC2681231

[ref43] LeeE. J.BaekM.GusevY.BrackettD. J.NuovoG. J.SchmittgenT. D. (2008). Systematic evaluation of microRNA processing patterns in tissues, cell lines, and tumors. RNA 14, 35–42. doi: 10.1261/rna.804508, PMID: 18025253PMC2151027

[ref44] LeontaritiM.AvgerisM.KatsarouM. S.DrakoulisN.SiatouniA.VerentziotiA.. (2020). Circulating miR-146a and miR-134 in predicting drug-resistant epilepsy in patients with focal impaired awareness seizures. Epilepsia 61, 959–970. doi: 10.1111/epi.1650232314378

[ref45] LiT.RenG.LusardiT.WilzA.LanJ. Q.IwasatoT.. (2008). Adenosine kinase is a target for the prediction and prevention of epileptogenesis in mice. J. Clin. Invest. 118, 571–582. doi: 10.1172/JCI33737, PMID: 18172552PMC2157568

[ref46] LiangY.RidzonD.WongL.ChenC. (2007). Characterization of microRNA expression profiles in normal human tissues. BMC Genomics 8:166. doi: 10.1186/1471-2164-8-166, PMID: 17565689PMC1904203

[ref47] LudwigN.LeidingerP.BeckerK.BackesC.FehlmannT.PallaschC.. (2016). Distribution of miRNA expression across human tissues. Nucleic Acids Res. 44, 3865–3877. doi: 10.1093/nar/gkw116, PMID: 26921406PMC4856985

[ref48] Martins-FerreiraR.ChavesJ.CarvalhoC.BettencourtA.ChoraoR.FreitasJ.. (2020). Circulating microRNAs as potential biomarkers for genetic generalized epilepsies: a three microRNA panel. Eur. J. Neurol. 27, 660–666. doi: 10.1111/ene.14129, PMID: 31746515

[ref49] McardleH.Jimenez-MateosE. M.RaoofR.CarthyE.BoyleD.ElnaggarH.. (2017). "TORNADO" - Theranostic one-step RNA detector; microfluidic disc for the direct detection of microRNA-134 in plasma and cerebrospinal fluid. Sci. Rep. 7:1750. doi: 10.1038/s41598-017-01947-2, PMID: 28496112PMC5431952

[ref50] MckiernanR. C.Jimenez-MateosE. M.BrayI.EngelT.BrennanG. P.SanoT.. (2012). Reduced mature microRNA levels in association with dicer loss in human temporal lobe epilepsy with hippocampal sclerosis. PLoS One 7:e35921. doi: 10.1371/journal.pone.0035921, PMID: 22615744PMC3352899

[ref51] MichalakZ.SanoT.EngelT.Miller-DelaneyS.Lerner-NatoliM.HenshallD. C. (2013). Spatio-temporally restricted blood-brain barrier disruption after intra-amygdala kainic acid-induced status epilepticus in mice. Epilepsy Res. 103, 167–179. doi: 10.1016/j.eplepsyres.2012.10.006, PMID: 23182415

[ref52] MorrisG.O’BrienD.HenshallD. C. (2021). Opportunities and challenges for microRNA-targeting therapeutics for epilepsy. Trends Pharmacol. Sci. 42, 605–616. doi: 10.1016/j.tips.2021.04.00733992468

[ref53] MosheS. L.PeruccaE.RyvlinP.TomsonT. (2015). Epilepsy: new advances. Lancet 385, 884–898. doi: 10.1016/S0140-6736(14)60456-625260236

[ref54] MouriG.Jimenez-MateosE.EngelT.DunleavyM.HatazakiS.PaucardA.. (2008). Unilateral hippocampal CA3-predominant damage and short latency epileptogenesis after intra-amygdala microinjection of kainic acid in mice. Brain Res. 1213, 140–151. doi: 10.1016/j.brainres.2008.03.061, PMID: 18455706

[ref55] NelsonP. T.DimayugaJ.WilfredB. R. (2010). MicroRNA in situ hybridization in the human entorhinal and transentorhinal cortex. Front. Hum. Neurosci. 4:7. doi: 10.3389/neuro.09.007.201020204141PMC2831629

[ref56] NguyenT.SuC.SinghM. (2018). Let-7i inhibition enhances progesterone-induced functional recovery in a mouse model of ischemia. Proc. Natl. Acad. Sci. U. S. A. 115, E9668–E9677. doi: 10.1073/pnas.180338411530237284PMC6187141

[ref57] NowakowskiT. J.RaniN.GolkaramM.ZhouH. R.AlvaradoB.HuchK.. (2018). Regulation of cell-type-specific transcriptomes by microRNA networks during human brain development. Nat. Neurosci. 21, 1784–1792. doi: 10.1038/s41593-018-0265-3, PMID: 30455455PMC6312854

[ref58] OtoM. M. (2017). The misdiagnosis of epilepsy: appraising risks and managing uncertainty. Seizure 44, 143–146. doi: 10.1016/j.seizure.2016.11.029, PMID: 28017581

[ref59] OuyangY. B.XuL.LuY.SunX.YueS.XiongX. X.. (2013). Astrocyte-enriched miR-29a targets PUMA and reduces neuronal vulnerability to forebrain ischemia. Glia 61, 1784–1794. doi: 10.1002/glia.22556, PMID: 24038396PMC3810393

[ref60] ParkerC. G.PrattM. R. (2020). Click chemistry in proteomic investigations. Cell 180, 605–632. doi: 10.1016/j.cell.2020.01.025, PMID: 32059777PMC7087397

[ref61] ParkhurstC. N.YangG.NinanI.SavasJ. N.YatesJ. R.3rdLafailleJ. J.. (2013). Microglia promote learning-dependent synapse formation through brain-derived neurotrophic factor. Cell 155, 1596–1609. doi: 10.1016/j.cell.2013.11.03024360280PMC4033691

[ref62] PenaJ. T.Sohn-LeeC.RouhanifardS. H.LudwigJ.HafnerM.MihailovicA.. (2009). miRNA in situ hybridization in formaldehyde and EDC-fixed tissues. Nat. Methods 6, 139–141. doi: 10.1038/nmeth.1294, PMID: 19137005PMC2838186

[ref63] PetersL.MeisterG. (2007). Argonaute proteins: mediators of RNA silencing. Mol. Cell 26, 611–623. doi: 10.1016/j.molcel.2007.05.00117560368

[ref64] RaoofR.BauerS.El NaggarH.ConnollyN. M. C.BrennanG. P.BrindleyE.. (2018). Dual-center, dual-platform microRNA profiling identifies potential plasma biomarkers of adult temporal lobe epilepsy. EBioMedicine 38, 127–141. doi: 10.1016/j.ebiom.2018.10.06830396857PMC6306312

[ref65] RaoofR.Jimenez-MateosE. M.BauerS.TackenbergB.RosenowF.LangJ.. (2017). Cerebrospinal fluid microRNAs are potential biomarkers of temporal lobe epilepsy and status epilepticus. Sci. Rep. 7:3328. doi: 10.1038/s41598-017-02969-6, PMID: 28607431PMC5468228

[ref66] ReschkeC. R.SilvaL. F. A.VangoorV. R.RossoM.DavidB.CavanaghB. L.. (2021). Systemic delivery of antagomirs during blood-brain barrier disruption is disease-modifying in experimental epilepsy. Mol. Ther. 29, 2041–2052. doi: 10.1016/j.ymthe.2021.02.021, PMID: 33609732PMC8178478

[ref67] RisbudR. M.PorterB. E. (2013). Changes in microRNA expression in the whole hippocampus and hippocampal synaptoneurosome fraction following pilocarpine induced status epilepticus. PLoS One 8:e53464. doi: 10.1371/journal.pone.0053464, PMID: 23308228PMC3538591

[ref68] RonconP.SoukupovaM.BinaschiA.FalcicchiaC.ZucchiniS.FerracinM.. (2015). MicroRNA profiles in hippocampal granule cells and plasma of rats with pilocarpine-induced epilepsy - comparison with human epileptic samples. Sci. Rep. 5:14143. doi: 10.1038/srep14143, PMID: 26382856PMC4585664

[ref69] SchaeferA.ImH. I.VenoM. T.FowlerC. D.MinA.IntratorA.. (2010). Argonaute 2 in dopamine 2 receptor-expressing neurons regulates cocaine addiction. J. Exp. Med. 207, 1843–1851. doi: 10.1084/jem.20100451, PMID: 20643829PMC2931161

[ref70] SchrattG. M.TuebingF.NighE. A.KaneC. G.SabatiniM. E.KieblerM.. (2006). A brain-specific microRNA regulates dendritic spine development. Nature 439, 283–289. doi: 10.1038/nature04367, PMID: 16421561

[ref71] SimonatoM.AgostonD. V.Brooks-KayalA.DullaC.FuremanB.HenshallD. C.. (2021). Identification of clinically relevant biomarkers of epileptogenesis - a strategic roadmap. Nat. Rev. Neurol. 17, 231–242. doi: 10.1038/s41582-021-00461-4, PMID: 33594276

[ref72] SoutschekM.SchrattG. (2023). Non-coding RNA in the wiring and remodeling of neural circuits. Neuron 111, 2140–2154. doi: 10.1016/j.neuron.2023.04.03137230080

[ref73] TanC. L.PlotkinJ. L.VenoM. T.Von SchimmelmannM.FeinbergP.MannS.. (2013). MicroRNA-128 governs neuronal excitability and motor behavior in mice. Science 342, 1254–1258. doi: 10.1126/science.1244193, PMID: 24311694PMC3932786

[ref74] ThompsonR. C.DeoM.TurnerD. L. (2007). Analysis of microRNA expression by in situ hybridization with RNA oligonucleotide probes. Methods 43, 153–161. doi: 10.1016/j.ymeth.2007.04.008, PMID: 17889803PMC2101764

[ref75] TurchinovichA.BurwinkelB. (2012). Distinct AGO1 and AGO2 associated miRNA profiles in human cells and blood plasma. RNA Biol. 9, 1066–1075. doi: 10.4161/rna.21083, PMID: 22858679PMC3551861

[ref76] TurchinovichA.WeizL.LangheinzA.BurwinkelB. (2011). Characterization of extracellular circulating microRNA. Nucleic Acids Res. 39, 7223–7233. doi: 10.1093/nar/gkr254, PMID: 21609964PMC3167594

[ref77] Van ScheppingenJ.IyerA. M.PrabowoA. S.MuhlebnerA.AninkJ. J.SchollT.. (2016). Expression of microRNAs miR21, miR146a, and miR155 in tuberous sclerosis complex cortical tubers and their regulation in human astrocytes and SEGA-derived cell cultures. Glia 64, 1066–1082. doi: 10.1002/glia.2298327014996

[ref78] Van VlietE. A.Da Costa AraujoS.RedekerS.Van SchaikR.AronicaE.GorterJ. A. (2007). Blood-brain barrier leakage may lead to progression of temporal lobe epilepsy. Brain 130, 521–534. doi: 10.1093/brain/awl318, PMID: 17124188

[ref79] WangJ.YuJ. T.TanL.TianY.MaJ.TanC. C.. (2015). Genome-wide circulating microRNA expression profiling indicates biomarkers for epilepsy. Sci. Rep. 5:9522. doi: 10.1038/srep09522, PMID: 25825351PMC4379481

[ref80] WestP. J.ThomsonK.BillingsleyP.PruessT.RuedaC.SaundersG. W.. (2022). Spontaneous recurrent seizures in an intra-amygdala kainate microinjection model of temporal lobe epilepsy are differentially sensitive to antiseizure drugs. Exp. Neurol. 349:113954. doi: 10.1016/j.expneurol.2021.113954, PMID: 34922908PMC8815304

[ref81] YanS.ZhangH.XieW.MengF.ZhangK.JiangY.. (2017). Altered microRNA profiles in plasma exosomes from mesial temporal lobe epilepsy with hippocampal sclerosis. Oncotarget 8, 4136–4146. doi: 10.18632/oncotarget.13744, PMID: 27926529PMC5354818

[ref82] YonaS.KimK. W.WolfY.MildnerA.VarolD.BrekerM.. (2013). Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. Immunity 38, 79–91. doi: 10.1016/j.immuni.2012.12.001, PMID: 23273845PMC3908543

[ref83] YoungP.QiuL.WangD.ZhaoS.GrossJ.FengG. (2008). Single-neuron labeling with inducible Cre-mediated knockout in transgenic mice. Nat. Neurosci. 11, 721–728. doi: 10.1038/nn.2118, PMID: 18454144PMC3062628

[ref84] ZaidiA.CloughP.CooperP.ScheepersB.FitzpatrickA. P. (2000). Misdiagnosis of epilepsy: many seizure-like attacks have a cardiovascular cause. J. Am. Coll. Cardiol. 36, 181–184. doi: 10.1016/S0735-1097(00)00700-210898432

# Supplementary material for: Brain cell-specific origin of circulating microRNA biomarkers in experimental temporal lobe epilepsy
**Source:** Front Mol Neurosci. 2023 Sep 22;16:1230942. doi: 10.3389/fnmol.2023.1230942
**Supplement:** Supplementary file 1

## Supplementary Information

### **Brain cell-specific origin of circulating microRNA biomarkers in experimental temporal lobe epilepsy**

Elizabeth Brindley, Mona Heiland, Catherine Mooney, Mairead Diviney, Omar Mamad, Thomas D. M. Hill, Yan Yan, Morten T. Venø, Cristina Ruedell Reschke, Aasia Batool, Elena Langa, Amaya Sanz-Rodriguez, Janosch P. Heller, Gareth Morris, Karen Conboy, Jørgen Kjems, Gary P. Brennan and David C. Henshall

## Supplementary Figure S1

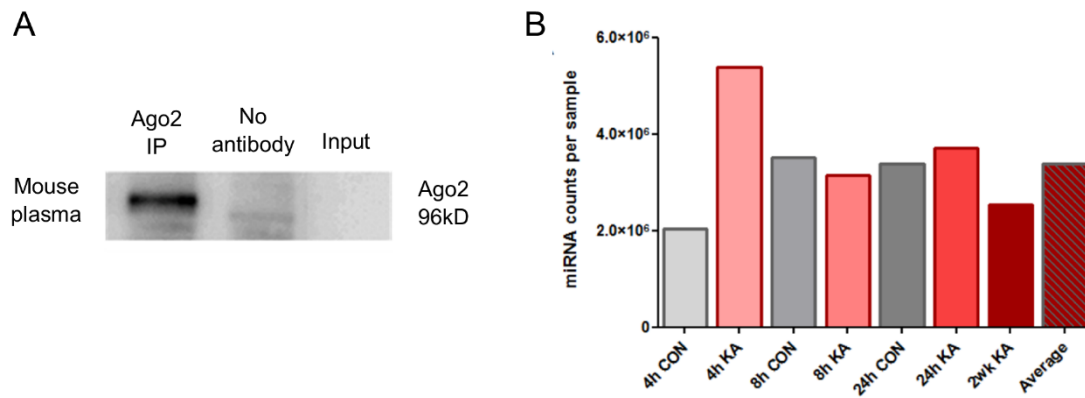

### Supplementary Figure S1 *Ago* elution from plasma and small RNAseq reads across samples

(A) Immunoblot confirming elution of Ago2 from plasma. Alongside the immunoprecipitations, a control containing no antibody and the supernatant (remainder of the sample, once the Ago2 protein was precipitated from the sample were also analysed). (B) Total normalised counts per million present in at time points (4 h, 8 h, 24 h and 2 wk-post PBS/KA injection).

## Supplementary Figure S2

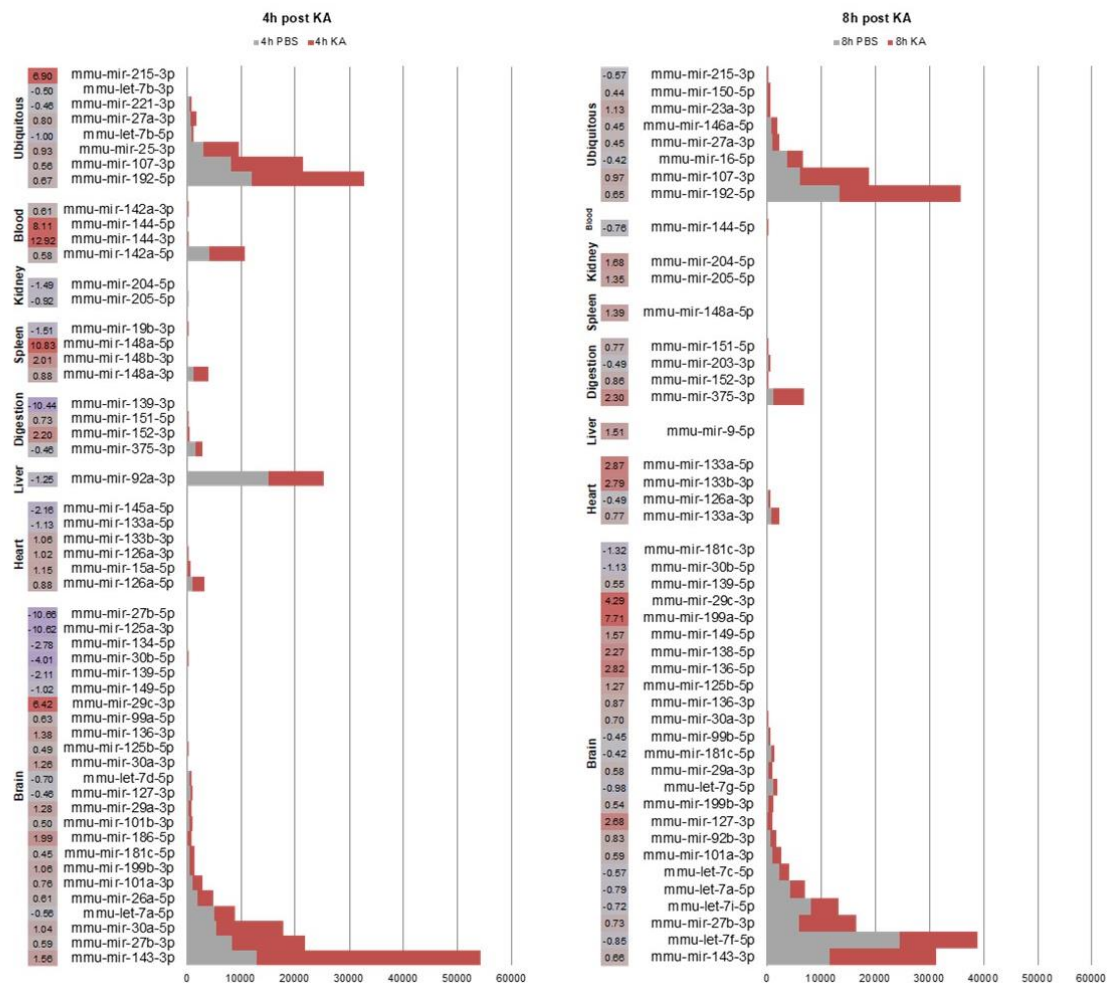

**Supplementary Figure S2.** *Circulating miRNA changes following SE in mice*

Normalised counts of miRNA detected at 4 h and 8 h time points reportedly enriched in different tissue types; brain, heart, liver, digestive system, kidney, blood and ubiquitously expressed miRNAs were graphed. 

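The tests at 4 h covered 37 brain, 7 heart, 2 liver, 7 digestive system, 4 spleen, 3 kidney, 5 blood and 20 ubiquitous miRNAs of Supplementary Table S1, and at 8 h 35, 6, 2, 6, 4, 3, 5 and 19 of these. A log2 fold change here is the level in SE over the level in control. The median over the miRNAs tested at 8 h was 0.23 with TMM and 0.11 with library size only.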

Log2 fold change differences included alongside counts and enrichment. MiRNAs with 50 counts per million (CPM) or more in PBS or KA samples at a time point were considered present for the organ enrichment portion of this analysis. MiRNAs with a p value of <0.05 and a fold change of +/- 1.5 were considered differentially regulated.

Supplementary Figure S3

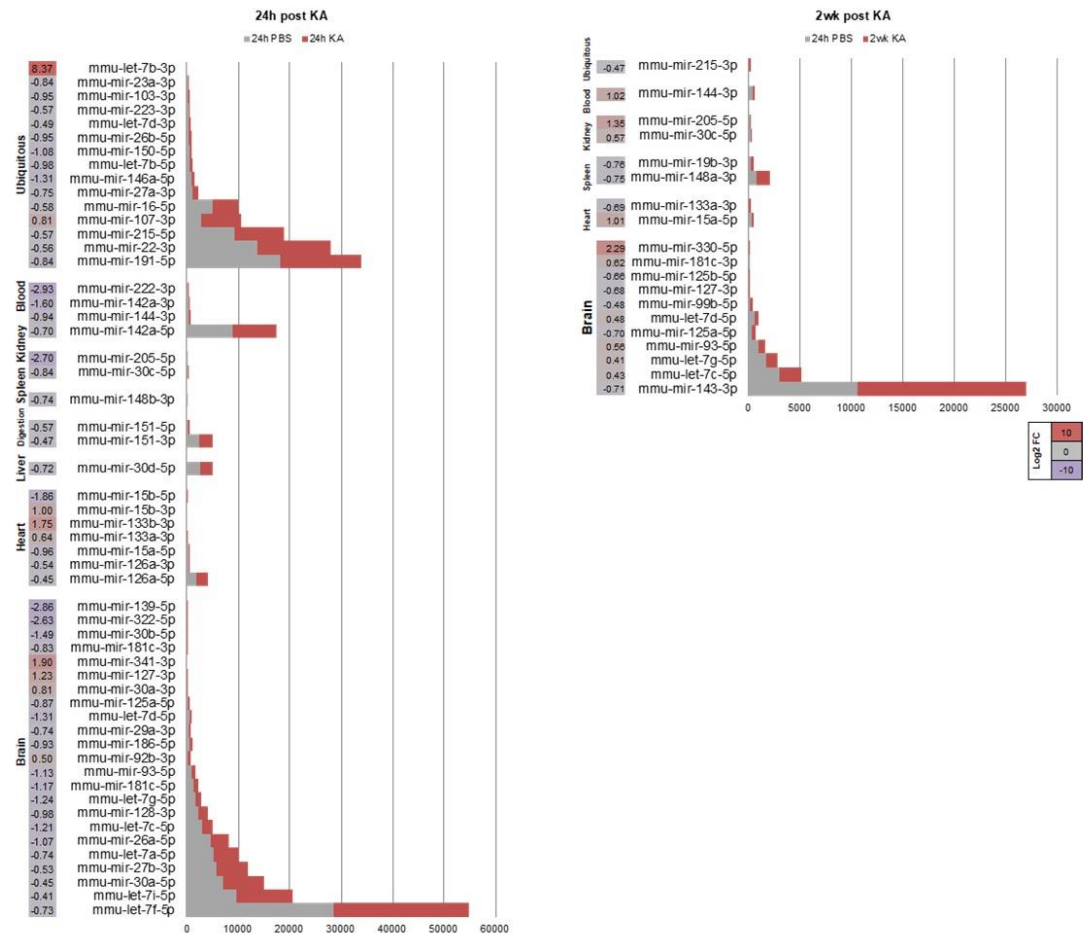

Supplementary Figure S3 *Circulating miRNA changes following SE in mice*

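At 24 h the tests covered 30 brain, 6 heart, 2 liver, 6 digestive system, 3 spleen, 2 kidney, 5 blood and 19 ubiquitous miRNAs. At 2 weeks they covered the same numbers except for heart, with 5. miR-19b-3p, located in the Mir17hg transcript on chromosome 14 and at another site on chromosome X of GRCm38, had 310 CPM in SE 2 weeks and 193 CPM in control 24 h, a log2 fold change of 0.69. The log2 fold change of let-7i-5p was 0.18 at 2 weeks and 0.21 at 24 h, and -0.41 at 24 h with library size only.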

Normalised counts of miRNA detected at 24 h and 2 week time points reportedly enriched in different tissue types; brain, heart, liver, digestive system, kidney, blood and ubiquitously expressed miRNAs were graphed. Log2 fold change differences included alongside counts and enrichment. MiRNAs with 50 counts per million (CPM) or more in PBS or KA samples at a time point were considered present for the organ enrichment portion of this analysis. MiRNAs with a p value of <0.05 and a fold change of +/-1.5 were considered differentially regulated.

## Supplementary Figure S4

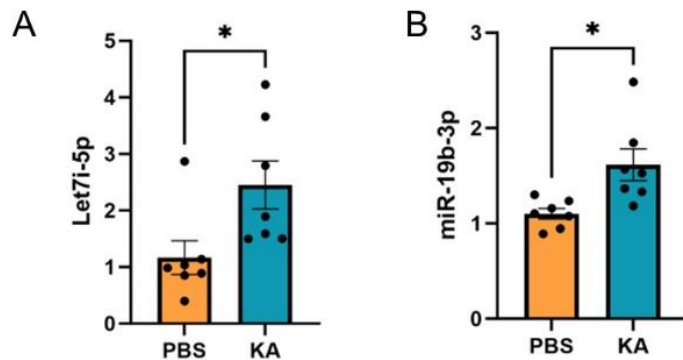

### Supplementary Figure S4 Validation of Ago2-bound circulating miRNAs in mouse plasma

Graphs show relative levels of two miRNAs from the RNA-seq data, (A) let7i-5p and (B) miR-19b-3p, measured following Ago2 pull-down from plasma from individual and pooled animal samples two weeks after status epilepticus induced by intra-amygdala kainic acid (KA) (n = 7/group). Samples were normalised to their own input control. p\* < 0.05.

## Supplementary Figure S5

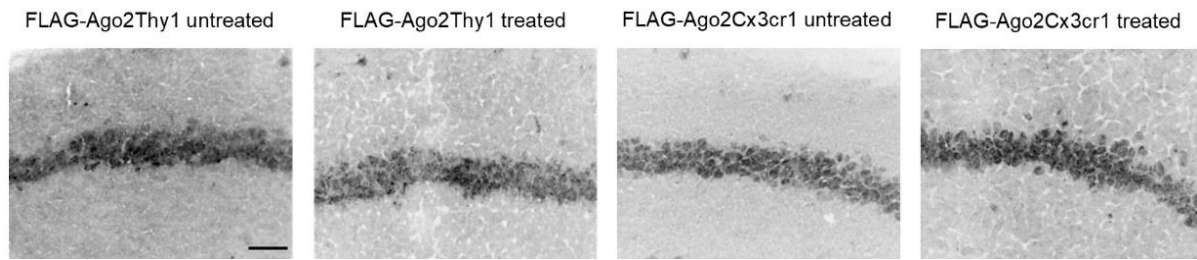

### Supplementary Figure S5 *Endogenous Ago2 expression in transgenic mice*

Representative photomicrographs showing immunostaining of the CA1 hippocampal region using antibodies against Ago2 to detect endogenous Ago2 protein in both untreated and tamoxifen-treated FLAG-Ago2Thy1 and FLAG-Ago2Cx3cr1 mouse lines. Scale bar, 50  $\mu\text{m}$ .

**Supplementary Table S1** Sources of information on miRNA tissue and organ enrichment

| miRNA        | Tissue     | Reference                                                                       | Brain cell      | Reference                                     |
|--------------|------------|---------------------------------------------------------------------------------|-----------------|-----------------------------------------------|
| Let-7a-5p    | Brain      | (Ludwig et al., 2016)                                                           | Neuron          | (Wang et al., 2014)                           |
| Let-7b-3p    | Ubiquitous | (Bargaje et al., 2010)                                                          |                 |                                               |
| Let-7b-5p    | Ubiquitous | (Bargaje et al., 2010)                                                          | Neuron          | (Butovsky et al., 2014)                       |
| Let-7c-5p    | Brain      | (Ludwig et al., 2016)                                                           | Neuron          | (Butovsky et al., 2014)                       |
| Let-7d-3p    | Ubiquitous | (Ludwig et al., 2016, Lagos-Quintana et al., 2001)                              |                 |                                               |
| Let-7d-5p    | Brain      | (Ludwig et al., 2016, Lagos-Quintana et al., 2001)                              | Neuron          | (Butovsky et al., 2014)                       |
| Let-7f-5p    | Brain      | (Ludwig et al., 2016, Lagos-Quintana et al., 2001)                              |                 |                                               |
| Let-7g-5p    | Brain      | (Lagos-Quintana et al., 2001)                                                   | Microglia       | (Butovsky et al., 2014)                       |
| Let-7i-5p    | Brain      | (Lagos-Quintana et al., 2001)                                                   | Neuron          | (Butovsky et al., 2014)                       |
| miR-100-5p   |            |                                                                                 | Astrocyte       | (Butovsky et al., 2014)                       |
| miR-101a-3p  | Brain      | (Lagos-Quintana et al., 2001)                                                   |                 |                                               |
| miR-101b-3p  | Brain      | (Lagos-Quintana et al., 2001)                                                   |                 |                                               |
| miR-101c     | Brain      | (Lagos-Quintana et al., 2001)                                                   |                 |                                               |
| miR-103-3p   | Ubiquitous | (Bargaje et al., 2010)                                                          | Brain           | (Wang et al., 2014)                           |
| miR-106a-5p  |            |                                                                                 | Microglia       | (Butovsky et al., 2014)                       |
| miR-107-3p   | Ubiquitous | (Bargaje et al., 2010)                                                          | Neuron          | (Nelson et al., 2006)                         |
| miR-10a-5p   | Ubiquitous | (Ludwig et al., 2016, Guo et al., 2014, Liang et al., 2007)                     |                 |                                               |
| miR-1191a    |            |                                                                                 | Neuron          | (Butovsky et al., 2014)                       |
| miR-124-3p   |            |                                                                                 | Neuron          | (Butovsky et al., 2014)                       |
| miR-124-5p   |            |                                                                                 | Neuron          | (Jovicic et al., 2013)                        |
| miR-125a-3p  | Brain      | (Guo et al., 2014, Lagos-Quintana et al., 2001)                                 |                 |                                               |
| miR-125a-5p  | Brain      | (Guo et al., 2014, Lagos-Quintana et al., 2001)                                 | Neuron          | (Butovsky et al., 2014)                       |
| miR-125b-5p  | Brain      | (Ludwig et al., 2016)                                                           |                 |                                               |
| miR-126a-3p  | Heart      | (Guo et al., 2014, Landgraf et al., 2007)                                       | Astrocyte       | (Butovsky et al., 2014)                       |
| miR-126a-5p  | Heart      | (Guo et al., 2014, Landgraf et al., 2007)                                       | Astrocyte       | (Butovsky et al., 2014)                       |
| miR-127-3p   | Brain      | (Ludwig et al., 2016)                                                           | Neuron          | (Butovsky et al., 2014)                       |
| miR-128-3p   | Brain      | (Lagos-Quintana et al., 2002)                                                   | Neuron          | (Tan et al., 2013)                            |
| miR-129-2-3p |            |                                                                                 | Neuron          | (Jovicic et al., 2013)                        |
| miR-129-5p   |            |                                                                                 | Neuron          | (Jovicic et al., 2013)                        |
| miR-130a-3p  |            |                                                                                 | Astrocyte       | (Butovsky et al., 2014)                       |
| miR-132-3p   | Brain      | (Lagos-Quintana et al., 2002)                                                   | Neuron          | (Hansen et al., 2013) (Thompson et al., 2007) |
| miR-133a-3p  | Heart      | (Bargaje et al., 2010)                                                          | Oligodendrocyte | (Butovsky et al., 2014)                       |
| miR-133a-5p  | Heart      | (Ludwig et al., 2016, Guo et al., 2014, Lee et al., 2008, Bargaje et al., 2010) |                 |                                               |
| miR-133b-3p  | Heart      | (Ludwig et al., 2016, Guo et al., 2014, Lee et al., 2008, Bargaje et al., 2010) | Neuron          | (He et al., 2012)                             |
| miR-134-5p   | Brain      | (Lagos-Quintana et al., 2002)                                                   | Neuron          | (Jimenez-Mateos et al., 2012)                 |
| miR-136-3p   | Brain      | (Lagos-Quintana et al., 2002)                                                   | Neuron          | (Jovicic et al., 2013)                        |
| miR-136-5p   | Brain      | (Lagos-Quintana et al., 2002)                                                   | Neuron          | (Butovsky et al., 2014)                       |
| miR-137-3p   |            |                                                                                 | Neuron          | (Butovsky et al., 2014)                       |
| miR-138-5p   | Brain      | (Guo et al., 2014)                                                              | Neuron          | (Krol et al., 2010)                           |

|             |            |                                                                 |                 |                               |
|-------------|------------|-----------------------------------------------------------------|-----------------|-------------------------------|
| miR-139-3p  | Digestion  | (Ludwig et al., 2016)                                           |                 |                               |
| miR-139-5p  | Brain      | (Ludwig et al., 2016)                                           | Neuron          | (Jovicic et al., 2013)        |
| miR-140-3p  | Digestion  | Lagos-Quintana et al., 2002)                                    |                 |                               |
| miR-142a-3p | Blood      | (Landgraf et al., 2007, Ludwig et al., 2016)                    | Microglia       | (Butovsky et al., 2014)       |
| miR-142a-5p | Blood      | (Landgraf et al., 2007, Ludwig et al., 2016)                    | Microglia       | (Butovsky et al., 2014)       |
| miR-143-3p  | Brain      | (Liang et al., 2007)                                            | Astrocyte       | (Jovicic et al., 2013)        |
| miR-144-3p  | Blood      | (Ludwig et al., 2016)                                           |                 |                               |
| miR-144-5p  | Blood      | (Ludwig et al., 2016)                                           |                 |                               |
| miR-145a-5p | Heart      | (Lagos-Quintana et al., 2001)                                   | Astrocyte       | (Butovsky et al., 2014)       |
| miR-146a-5p | Ubiquitous | (Guo et al., 2014, Landgraf et al., 2007, Bargaje et al., 2010) | Astrocyte       | (Iyer et al., 2012)           |
| miR-148a-3p | Spleen     | (Lagos-Quintana et al., 2001)                                   | Neuron          | (Butovsky et al., 2014)       |
| miR-148a-5p | Spleen     | (Lagos-Quintana et al., 2001)                                   |                 |                               |
| miR-148b-3p | Spleen     | (Lagos-Quintana et al., 2001)                                   |                 |                               |
| miR-149-5p  | Brain      | (Ludwig et al., 2016, Guo et al., 2014)                         |                 |                               |
| miR-150-5p  | Ubiquitous | (Ludwig et al., 2016, Landgraf et al., 2007)                    | Microglia       | (Jovicic et al., 2013)        |
| miR-151-3p  | Digestion  | (Lagos-Quintana et al., 2001)                                   |                 |                               |
| miR-151-5p  | Digestion  | (Lagos-Quintana et al., 2001)                                   | Astrocyte       | (Butovsky et al., 2014)       |
| miR-152-3p  | Digestion  | (Lagos-Quintana et al., 2001)                                   |                 |                               |
| miR-154-5p  |            |                                                                 | Neuron          | (Jovicic et al., 2013)        |
| miR-15a-5p  | Heart      | (Lagos-Quintana et al., 2001)                                   | Microglia       | (Butovsky et al., 2014)       |
| miR-15b-3p  | Heart      | (Lagos-Quintana et al., 2001)                                   |                 |                               |
| miR-15b-5p  | Heart      | (Lagos-Quintana et al., 2001)                                   | Neuron          | (Natera-Naranjo et al., 2010) |
| miR-16-5p   | Ubiquitous | (Lagos-Quintana et al., 2001)                                   | Microglia       | (Butovsky et al., 2014)       |
| miR-181a-5p |            |                                                                 | Microglia       | (Butovsky et al., 2014)       |
| miR-181b-5p |            |                                                                 | Oligodendrocyte | Lau (Lau et al., 2008)        |
| miR-181c-3p | Brain      | (Lee et al., 2008)                                              |                 |                               |
| miR-181c-5p | Brain      | (Lee et al., 2008)                                              |                 |                               |
| miR-182-5p  |            |                                                                 | Neuron          | (Smrt et al., 2010)           |
| miR-184-3p  |            |                                                                 | Astrocyte       | (Butovsky et al., 2014)       |
| miR-185-5p  |            |                                                                 | Neuron          | (Smrt et al., 2010)           |
| miR-186-5p  | Brain      | (Guo et al., 2014)                                              |                 |                               |
| miR-188-5p  |            |                                                                 | Neuron          | (Jovicic et al., 2013)        |
| miR-191-5p  | Ubiquitous | (Bargaje et al., 2010)                                          | Microglia       | (Butovsky et al., 2014)       |
| miR-192-5p  | Ubiquitous | (Guo et al., 2014, Landgraf et al., 2007, Liang et al., 2007)   |                 |                               |
| miR-193a-3p |            |                                                                 | Astrocyte       | (Jovicic et al., 2013)        |
| miR-1983    |            |                                                                 | Neuron          | (Butovsky et al., 2014)       |
| miR-199a-5p | Brain      | (Guo et al., 2014, Liang et al., 2007)                          |                 |                               |
| miR-199b-3p | Brain      | (Guo et al., 2014, Liang et al., 2007)                          |                 |                               |
| miR-19a-3p  |            |                                                                 | Microglia       | (Butovsky et al., 2014)       |
| miR-19b-3p  | Spleen     | (Lagos-Quintana et al., 2001)                                   | Neuron          | (Natera-Naranjo et al., 2010) |
| miR-203-3p  | Digestion  | (Liang et al., 2007, Lee et al., 2008, Bargaje et al., 2010)    |                 |                               |
| miR-204-5p  | Kidney     | (Guo et al., 2014, Lee et al., 2008, Bargaje et al., 2010)      | Neuron          | (Butovsky et al., 2014)       |
| miR-205-5p  | Kidney     | (Ludwig et al., 2016)                                           |                 |                               |

|             |            |                                                                                                         |                 |                         |
|-------------|------------|---------------------------------------------------------------------------------------------------------|-----------------|-------------------------|
| miR-20a-5p  |            |                                                                                                         | Oligodendrocyte | (Butovsky et al., 2014) |
| miR-210-3p  |            |                                                                                                         | Astrocyte       | (Jovicic et al., 2013)  |
| miR-215-3p  | Ubiquitous | (Lee et al., 2008, Bargaje et al., 2010)                                                                |                 |                         |
| miR-215-5p  | Ubiquitous | (Lee et al., 2008, Bargaje et al., 2010)                                                                |                 |                         |
| miR-216b-5p |            |                                                                                                         | Oligodendrocyte | (Butovsky et al., 2014) |
| miR-218-5p  |            |                                                                                                         | Neuron          | (Butovsky et al., 2014) |
| miR-21a-5p  |            |                                                                                                         | Astrocyte       | (Bhalala et al., 2012)  |
| miR-221-3p  | Ubiquitous | Bargaje (Bargaje et al., 2010)                                                                          | Astrocyte       | (Jovicic et al., 2013)  |
| miR-222-3p  | Blood      | (Ludwig et al., 2016)                                                                                   | Astrocyte       | (Jovicic et al., 2013)  |
| miR-223-3p  | Ubiquitous | (Guo et al., 2014, Landgraf et al., 2007, Lee et al., 2008, Bargaje et al., 2010) (Ludwig et al., 2016) | Astrocyte       | (Jovicic et al., 2013)  |
| miR-22-3p   | Ubiquitous | (Lagos-Quintana et al., 2001)                                                                           | Neuron          | (Butovsky et al., 2014) |
| miR-23a-3p  | Ubiquitous | (Lagos-Quintana et al., 2001, Bargaje et al., 2010)                                                     | Microglia       | (Butovsky et al., 2014) |
| miR-23b-3p  |            |                                                                                                         | Neuron          | (Butovsky et al., 2014) |
| miR-25-3p   | Ubiquitous | (Bargaje et al., 2010)                                                                                  | Microglia       | (Butovsky et al., 2014) |
| miR-26a-5p  | Brain      | (Lagos-Quintana et al., 2001)                                                                           | Neuron          | (Pena et al., 2009)     |
| miR-26b-5p  | Ubiquitous | (Bargaje et al., 2010)                                                                                  | Neuron          | (Butovsky et al., 2014) |
| miR-27a-3p  | Ubiquitous | (Lagos-Quintana et al., 2001)                                                                           | Microglia       | (Butovsky et al., 2014) |
| miR-27b-3p  | Brain      | (Lagos-Quintana et al., 2001)                                                                           | Oligodendrocyte | (Letzen et al., 2010)   |
| miR-27b-5p  | Brain      | (Lagos-Quintana et al., 2001)                                                                           |                 |                         |
| miR-28a-5p  |            |                                                                                                         | Oligodendrocyte | (Butovsky et al., 2014) |
| miR-29a-3p  | Brain      | (Lagos-Quintana et al., 2001)                                                                           | Astrocyte       | (Butovsky et al., 2014) |
| miR-29b-3p  |            |                                                                                                         | Microglia       | (Butovsky et al., 2014) |
| miR-29c-3p  | Brain      | (Lagos-Quintana et al., 2001)                                                                           | Astrocyte       | (Butovsky et al., 2014) |
| miR-300-3p  |            |                                                                                                         | Neuron          | (Jovicic et al., 2013)  |
| miR-3099-3p |            |                                                                                                         | Astrocyte       | (Butovsky et al., 2014) |
| miR-30a-3p  | Brain      | (Lagos-Quintana et al., 2001)                                                                           |                 |                         |
| miR-30a-5p  | Brain      | (Lagos-Quintana et al., 2001)                                                                           |                 |                         |
| miR-30b-5p  | Brain      | (Lagos-Quintana et al., 2001)                                                                           | Neuron          | (Butovsky et al., 2014) |
| miR-30c-5p  | Kidney     | (Bargaje et al., 2010)                                                                                  | Astrocyte       | (Butovsky et al., 2014) |
| miR-30d-5p  | Liver      | (Lagos-Quintana et al., 2001)                                                                           | Astrocyte       | (Butovsky et al., 2014) |
| miR-31-5p   |            |                                                                                                         | Astrocyte       | (Jovicic et al., 2013)  |
| miR-320-3p  |            |                                                                                                         | Neuron          | (Wang et al., 2014)     |
| miR-322-3p  |            |                                                                                                         | Oligodendrocyte | (Jovicic et al., 2013)  |
| miR-322-5p  | Brain      | (Ludwig et al., 2016)                                                                                   |                 |                         |
| miR-330-5p  | Brain      | (Liang et al., 2007, Guo et al., 2014)                                                                  |                 |                         |
| miR-335-5p  |            |                                                                                                         | Neuron          | (Jovicic et al., 2013)  |
| miR-337-3p  |            |                                                                                                         | Neuron          | (Jovicic et al., 2013)  |
| miR-338-3p  |            |                                                                                                         | Oligodendrocyte | (Butovsky et al., 2014) |
| miR-338-5p  |            |                                                                                                         | Neuron          | (Jovicic et al., 2013)  |
| miR-340-3p  |            |                                                                                                         | Astrocyte       | (Butovsky et al., 2014) |
| miR-340-5p  | Brain      | (Lee et al., 2008)                                                                                      | Microglia       | (Butovsky et al., 2014) |
| miR-341-3p  | Brain      | (Lee et al., 2008)                                                                                      | Neuron          | (Jovicic et al., 2013)  |
| miR-34c-5p  |            |                                                                                                         | Neuron          | (Butovsky et al., 2014) |

|             |           |                                                                |                 |                         |
|-------------|-----------|----------------------------------------------------------------|-----------------|-------------------------|
| miR-350-3p  |           |                                                                | Microglia       | (Butovsky et al., 2014) |
| miR-351-5p  |           |                                                                | Oligodendrocyte | (Jovicic et al., 2013)  |
| miR-369-3p  |           |                                                                | Neuron          | (Butovsky et al., 2014) |
| miR-369-5p  |           |                                                                | Neuron          | (Jovicic et al., 2013)  |
| miR-375-3p  | Digestion | (Liang et al., 2007)                                           |                 |                         |
| miR-376b-3p |           |                                                                | Neuron          | (Jovicic et al., 2013)  |
| miR-410-3p  |           |                                                                | Neuron          | (Jovicic et al., 2013)  |
| miR-411-5p  |           |                                                                | Neuron          | (Jovicic et al., 2013)  |
| miR-423-3p  |           |                                                                | Oligodendrocyte | (Butovsky et al., 2014) |
| miR-431-5p  |           |                                                                | Neuron          | (Jovicic et al., 2013)  |
| miR-433-3p  |           |                                                                | Neuron          | (Butovsky et al., 2014) |
| miR-434-3p  |           |                                                                | Neuron          | (Butovsky et al., 2014) |
| miR-449a-5p |           |                                                                | Neuron          | (Jovicic et al., 2013)  |
| miR-450a-5p |           |                                                                | Oligodendrocyte | (Jovicic et al., 2013)  |
| miR-451a    |           |                                                                | Astrocyte       | (Raoof et al., 2017)    |
| miR-485-5p  |           |                                                                | Neuron          | (Jovicic et al., 2013)  |
| miR-497a-5p |           |                                                                | Oligodendrocyte | (Butovsky et al., 2014) |
| miR-503-5p  |           |                                                                | Oligodendrocyte | (Jovicic et al., 2013)  |
| miR-532-5p  |           |                                                                | Oligodendrocyte | (Butovsky et al., 2014) |
| miR-541-5p  |           |                                                                | Neuron          | (Jovicic et al., 2013)  |
| miR-542-3p  |           |                                                                | Oligodendrocyte | (Jovicic et al., 2013)  |
| miR-653-5p  |           |                                                                | Oligodendrocyte | (Butovsky et al., 2014) |
| miR-669a-5p |           |                                                                | Neuron          | (Butovsky et al., 2014) |
| miR-676-3p  |           |                                                                | Astrocyte       | (Butovsky et al., 2014) |
| miR-92a-3p  | Liver     | (Guo et al., 2014)                                             |                 |                         |
| miR-92b-3p  | Brain     | (Ludwig et al., 2016)                                          |                 |                         |
| miR-93-5p   | Brain     | (Guo et al., 2014)                                             | Microglia       | (Butovsky et al., 2014) |
| miR-9-5p    | Brain     | (Ludwig et al., 2016, Guo et al., 2014, Landgraf et al., 2007) | Neuron          | (Pena et al., 2009)     |
| miR-99a-5p  | Brain     | (Lagos-Quintana et al., 2001)                                  | Astrocyte       | (Butovsky et al., 2014) |
| miR-99b-5p  | Brain     | (Lagos-Quintana et al., 2001)                                  | Oligodendrocyte | (Butovsky et al., 2014) |

## References for Supplementary Table S1

- BARGAJE, R., HARIHARAN, M., SCARIA, V. & PILLAI, B. 2010. Consensus miRNA expression profiles derived from interplatform normalization of microarray data. *RNA*, 16, 16-25.
- BHALALA, O. G., PAN, L., SAHNI, V., MCGUIRE, T. L., GRUNER, K., TOURTELLOTTE, W. G. & KESSLER, J. A. 2012. microRNA-21 regulates astrocytic response following spinal cord injury. *J Neurosci*, 32, 17935-47.
- BUTOVSKY, O., JEDRYCHOWSKI, M. P., MOORE, C. S., CIALIC, R., LANSER, A. J., GABRIELY, G., KOEGLSPERGER, T., DAKE, B., WU, P. M., DOYKAN, C. E., FANEK, Z., LIU, L., CHEN, Z., ROTHSTEIN, J. D., RANSOHOFF, R. M., GYGI, S. P., ANTEL, J. P. & WEINER, H. L. 2014. Identification of a unique TGF-beta-dependent molecular and functional signature in microglia. *Nat Neurosci*, 17, 131-43.
- GUO, Z., MAKI, M., DING, R., YANG, Y., ZHANG, B. & XIONG, L. 2014. Genome-wide survey of tissue-specific microRNA and transcription factor regulatory networks in 12 tissues. *Sci Rep*, 4, 5150.
- HANSEN, K. F., KARELINA, K., SAKAMOTO, K., WAYMAN, G. A., IMPEY, S. & OBRIETAN, K. 2013. miRNA-132: a dynamic regulator of cognitive capacity. *Brain Struct Funct*, 218, 817-31.
- HE, M., LIU, Y., WANG, X., ZHANG, M. Q., HANNON, G. J. & HUANG, Z. J. 2012. Cell-type-based analysis of microRNA profiles in the mouse brain. *Neuron*, 73, 35-48.
- IYER, A., ZUROLO, E., PRABOWO, A., FLUITER, K., SPLIET, W. G., VAN RIJEN, P. C., GORTER, J. A. & ARONICA, E. 2012. MicroRNA-146a: a key regulator of astrocyte-mediated inflammatory response. *PLoS One*, 7, e44789.
- JIMENEZ-MATEOS, E. M., ENGEL, T., MERINO-SERRAIS, P., MCKIERNAN, R. C., TANAKA, K., MOURI, G., SANO, T., OTUATHAIGH, C., WADDINGTON, J. L., PRENTER, S., DELANTY, N., FARRELL, M. A., O'BRIEN, D. F., CONROY, R. M., STALLINGS, R. L., DEFELIPE, J. & HENSHALL, D. C. 2012. Silencing microRNA-134 produces neuroprotective and prolonged seizure-suppressive effects. *Nat Med*, 18, 1087-94.
- JOVICIC, A., ROSHAN, R., MOISOI, N., PRADERVAND, S., MOSER, R., PILLAI, B. & LUTHI-CARTER, R. 2013. Comprehensive expression analyses of neural cell-type-specific miRNAs identify new determinants of the specification and maintenance of neuronal phenotypes. *J Neurosci*, 33, 5127-37.
- KROL, J., LOEDIGE, I. & FILIPOWICZ, W. 2010. The widespread regulation of microRNA biogenesis, function and decay. *Nat Rev Genet*, 11, 597-610.
- LAGOS-QUINTANA, M., RAUHUT, R., LENDECKEL, W. & TUSCHL, T. 2001. Identification of novel genes coding for small expressed RNAs. *Science*, 294, 853-8.
- LAGOS-QUINTANA, M., RAUHUT, R., YALCIN, A., MEYER, J., LENDECKEL, W. & TUSCHL, T. 2002. Identification of tissue-specific microRNAs from mouse. *Curr Biol*, 12, 735-9.

LANDGRAF, P., RUSU, M., SHERIDAN, R., SEWER, A., IOVINO, N., ARAVIN, A., PFEFFER, S., RICE, A., KAMPHORST, A. O., LANDTHALER, M., LIN, C., SOCCI, N. D., HERMIDA, L., FULCI, V., CHIARETTI, S., FOA, R., SCHLIWKA, J., FUCHS, U., NOVOSEL, A., MULLER, R. U., SCHERMER, B., BISSELS, U., INMAN, J., PHAN, Q., CHIEN, M., WEIR, D. B., CHOKSI, R., DE VITA, G., FREZZETTI, D., TROMPETER, H. I., HORNING, V., TENG, G., HARTMANN, G., PALKOVITS, M., DI LAURO, R., WERNET, P., MACINO, G., ROGLER, C. E., NAGLE, J. W., JU, J., PAPAVASILIOU, F. N., BENZING, T., LICHTER, P., TAM, W., BROWNSTEIN, M. J., BOSIO, A., BORKHARDT, A., RUSSO, J. J., SANDER, C., ZAVOLAN, M. & TUSCHL, T. 2007. A mammalian microRNA expression atlas based on small RNA library sequencing. *Cell*, 129, 1401-14.

LAU, P., VERRIER, J. D., NIELSEN, J. A., JOHNSON, K. R., NOTTERPEK, L. & HUDSON, L. D. 2008. Identification of dynamically regulated microRNA and mRNA networks in developing oligodendrocytes. *J Neurosci*, 28, 11720-30.

LEE, E. J., BAEK, M., GUSEV, Y., BRACKETT, D. J., NUOVO, G. J. & SCHMITTGEN, T. D. 2008. Systematic evaluation of microRNA processing patterns in tissues, cell lines, and tumors. *RNA*, 14, 35-42.

LETZEN, B. S., LIU, C., THAKOR, N. V., GEARHART, J. D., ALL, A. H. & KERR, C. L. 2010. MicroRNA expression profiling of oligodendrocyte differentiation from human embryonic stem cells. *PLoS One*, 5, e10480.

LIANG, Y., RIDZON, D., WONG, L. & CHEN, C. 2007. Characterization of microRNA expression profiles in normal human tissues. *BMC Genomics*, 8, 166.

LUDWIG, N., LEIDINGER, P., BECKER, K., BACKES, C., FEHLMANN, T., PALLASCH, C., RHEINHEIMER, S., MEDER, B., STAHLER, C., MEESE, E. & KELLER, A. 2016. Distribution of miRNA expression across human tissues. *Nucleic Acids Res*, 44, 3865-77.

NATERA-NARANJO, O., ASCHRAFI, A., GIOIO, A. E. & KAPLAN, B. B. 2010. Identification and quantitative analyses of microRNAs located in the distal axons of sympathetic neurons. *RNA*, 16, 1516-29.

NELSON, P. T., BALDWIN, D. A., KLOOSTERMAN, W. P., KAUPPINEN, S., PLASTERK, R. H. & MOURELATOS, Z. 2006. RAKE and LNA-ISH reveal microRNA expression and localization in archival human brain. *RNA*, 12, 187-91.

PENA, J. T., SOHN-LEE, C., ROUHANIFARD, S. H., LUDWIG, J., HAFNER, M., MIHAILOVIC, A., LIM, C., HOLOCH, D., BERNINGER, P., ZAVOLAN, M. & TUSCHL, T. 2009. miRNA in situ hybridization in formaldehyde and EDC-fixed tissues. *Nat Methods*, 6, 139-41.

RAOOF, R., JIMENEZ-MATEOS, E. M., BAUER, S., TACKENBERG, B., ROSENOW, F., LANG, J., ONUGOREN, M. D., HAMER, H., HUCHTEMANN, T., KORTVELYESSY, P., CONNOLLY, N. M. C., PFEIFFER, S., PREHN, J. H. M., FARRELL, M. A., O'BRIEN, D. F., HENSHALL, D. C. & MOONEY, C. 2017. Cerebrospinal fluid microRNAs are potential biomarkers of temporal lobe epilepsy and status epilepticus. *Sci Rep*, 7, 3328.

SMRT, R. D., SZULWACH, K. E., PFEIFFER, R. L., LI, X., GUO, W., PATHANIA, M., TENG, Z. Q., LUO, Y., PENG, J., BORDEY, A., JIN, P. & ZHAO, X. 2010. MicroRNA miR-137 regulates neuronal maturation by targeting ubiquitin ligase mind bomb-1. *Stem Cells*, 28, 1060-70.

TAN, C. L., PLOTKIN, J. L., VENO, M. T., VON SCHIMMELMANN, M., FEINBERG, P., MANN, S., HANDLER, A., KJEMS, J., SURMEIER, D. J., O'CARROLL, D., GREENGARD, P. & SCHAEFER, A. 2013. MicroRNA-128 governs neuronal excitability and motor behavior in mice. *Science*, 342, 1254-8.

THOMPSON, R. C., DEO, M. & TURNER, D. L. 2007. Analysis of microRNA expression by in situ hybridization with RNA oligonucleotide probes. *Methods*, 43, 153-61.

WANG, W. X., DANAHER, R. J., MILLER, C. S., BERGER, J. R., NUBIA, V. G., WILFRED, B. S., NELTNER, J. H., NORRIS, C. M. & NELSON, P. T. 2014. Expression of miR-15/107 family microRNAs in human tissues and cultured rat brain cells. *Genomics Proteomics Bioinformatics*, 12, 19-30.

How the deposited data were processed for this re-analysis (not part of the article)

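Small RNA bound to Ago2 was immunoprecipitated from mouse plasma, and 7 libraries were analysed, 1 for each condition. Each came from 500 μL of plasma pooled from 10 mice. The conditions were control (PBS) at 4, 8 and 24 h and SE (intra-amygdala kainic acid) at 4, 8 and 24 h and at 2 weeks. The authors trimmed adapters, selected reads by size and aligned them with BLASTn to mouse miRBase in the Chimera software, with up to 2 mismatched nucleotides, and deposited the raw count of reads for each mature miRNA in each library. The version of Chimera is not stated in the paper's text. The deposited counts list 640 miRNAs, and no column of per-sample values was left unused.

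From these counts, total counts, CPM and shares of counts were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Libraries were normalised with TMM in edgeR 4.0.16 under R 4.3.3 with limma 3.58.1, with factors computed over all 7 libraries. Pairs of libraries were compared by edgeR's exact test with the BCV fixed at 0.1, and the prior count for fold changes was 0.125. The miRNAs tested had at least 50 CPM in either library, and a call needed an unadjusted p under 0.05 and a change of at least 1.5-fold. The BCV, both thresholds and the use of the 24 h control at 2 weeks follow the paper's methods and the legends of Supplementary Figures S2, S3. The same test was applied to each pair of the 3 control libraries. The SE and control libraries of 4, 8 and 24 h were also compared as 3 against 3 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, over miRNAs with at least 50 CPM in at least 3 of the 6 libraries. These 3 libraries a side are different time-points and not replicates of a condition.

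Total counts per library were between 2043220 and 5405357. The floor used for lower bounds, 3 counts, was between 0.555 CPM in SE 4 h and 1.47 CPM in control 4 h. Shares of counts have 95% Wilson intervals. A fold against a library with 3 counts or fewer was computed against this floor, and lower counts do occur. Low counts gathered around a value that differed between libraries, which was taken as the number of reads per captured molecule. It was found as the mode of a kernel density of the natural log of counts from 6 to 300, with a bandwidth of 0.15, and its interval came from 1000 bootstrap draws. Estimated molecules are counts divided by this value.

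Tissue and brain cell type were taken from Supplementary Table S1, which lists 155 mature miRNAs. Lists of miRNAs were described by the percentile of their median log2 fold change among 10000 random lists of the same size, matched on mean expression in 10 bins, where at least 3 members were tested. Hairpin loci are from the GENCODE annotation of GRCm38. The miRNAs named are those the paper names for the plasma sequencing, those of Figure 1E, members of the lists where a list is reported, and, at each time-point, the 3 largest increases and 3 largest decreases with at least 50 CPM in both libraries and the 3 largest each way where a library had almost no counts. The miRNAs miR-132-5p, miR-135a-5p, miR-135b-5p and miR-31-3p were not analysed here.

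The exact test was tested on counts simulated at a BCV of 0.1 with 54 changed miRNAs among 146 tested, of which 54 were called, with 1 false call among 92 unchanged. This simulation has the BCV that the test assumes, whereas the control libraries gave 0.375 or 1.06 depending on the filter. It therefore does not give the rate of false calls in the real libraries. At a BCV of 0.1 the quasi-likelihood test called 52 of 52 miRNAs changed by 4-fold, with 3 false calls among 92 unchanged. At a BCV of 0.563, that found in the comparison of the 3 SE with the 3 control libraries, it called 27 of 50, with 0 false calls among 99 unchanged. A BCV simulated at 0.4 was estimated at 0.404. Reads per molecule simulated at 30, 50 and 100 were estimated at 31.7, 52.0 and 99.2.

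The alternatives tried were BCV 0.2, BCV 0.4 and a BCV estimated from the control libraries, scaling by library size only, by DESeq2's size factors (DESeq2 1.42.0) or by TMM over the 2 libraries compared, other filters on low counts, the likelihood ratio test, calls without a fold threshold or with adjusted p-values, other control libraries, and a prior count of 2. Counting estimated molecules, leaving out miR-486b-5p and detection on TMM-adjusted library sizes were chosen after seeing the data. Quantitative PCR, western blots and experiments in tagged mice were not analysed here.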

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

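The tests of reads per molecule and of differences between pools were chosen only after the results they bear on were seen.

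In each library 1 miRNA that the paper does not discuss, miR-486b-5p, held most of the counts, from 62.5% in SE 8 h to 76.1% in SE 24 h. It was picked out because it is a signal in the data outside the miRNAs the paper reports on, far above the smallest share the depth can show. The counts list miR-486a-5p separately, with 1 count in SE 24 h and 0 elsewhere, and whether reads common to the 2 names were all placed on miR-486b-5p was not tested. A high share in a library lowers the CPM of every other miRNA when libraries are scaled by size only. RNA of red blood cells was weighed with a list of erythrocyte miRNAs written before the data were examined. Its median fold change lay outside the middle 95% of random lists at 0 of 4 time-points, but a median of 5 members cannot show that the libraries did not differ. The percentile was 2.90 at 2 weeks, and at 4 h 2 members, miR-144-3p and miR-144-5p, had 1407 and 779 counts in SE and 0 and 1 in control. The other controls had 667 (8 h) and 1634 (24 h) counts of miR-144-3p. The list does not test where the reads of miR-486b-5p come from. The share followed no condition in the 7 libraries, with 76.1% in control 4 h as well, and no biological explanation was tested.

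Pairs of control libraries, which the paper does not compare, differed at 105 miRNAs between 4 h and 8 h, at 126 between 4 h and 24 h and at 64 between 8 h and 24 h. The pairs of SE and control libraries gave 127, 77, 63 and 46. As the largest number between 2 controls is 126, most of the calls between SE and control may come from differences between pools that SE did not make, although the time after the PBS injection also differs between the controls. Leaving out miR-486b-5p, an alternative chosen after seeing the data, left at least 80.0% of the calls of each control pair in place. As scaling by TMM already adjusts for a large share of 1 miRNA, most calls are left whether or not that share matters, so this decides nothing. It also brought more miRNAs over 50 CPM, 251 in place of 177 between control 4 h and control 8 h, and turned the calls of that pair from 78 higher and 27 lower to 68 and 98. Sampling of few molecules was weighed by counting estimated molecules in place of reads, also chosen after seeing the data. At most 35.9% of the calls of a control pair were left, and at most 33.8% of the calls of an SE and control pair. Fewer counts lower the calls of any test of this kind, so the patterns cannot be told apart from sampling of few molecules. Control 8 h and control 24 h had close shares of miR-486b-5p, 67.5% and 67.0%, yet differed at 64 miRNAs (63 with library size only). This argues against a difference in that share as the source of the calls of that pair. For the other pairs the share was not ruled out.

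Of the 50 miRNAs past the threshold at both 4 h and 8 h, 12 changed in opposite directions. Lower at 4 h and higher at 8 h were miR-125b-1-3p, miR-133a-5p, miR-139-5p, miR-149-5p, miR-204-5p, miR-205-5p, miR-342-3p, miR-409-3p, miR-429-3p and miR-9-5p, and the reverse held for miR-130b-3p and miR-144-5p. They were picked out because the 2 time-points differ in direction, and the difference itself was not tested. With the 3 control libraries pooled as the comparison at both time-points, 1 of 67 miRNAs past the threshold at both was in opposite directions. A shared comparison pushes fold changes to the same sign whatever the cause, as at 24 h and 2 weeks, which share a control and had 0 of 21 in opposite directions. The test therefore decides nothing, and a change with time after SE cannot be told apart from differences between the control libraries.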

How the results depend on the processing

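Alternatives were listed before the data were examined, except counting estimated molecules, leaving out miR-486b-5p and detection on TMM-adjusted library sizes, which were chosen after seeing the data. The cause was not tested for any of the changes below.

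The numbers of miRNAs past the threshold at 4, 8 and 24 h and 2 weeks (127, 77, 63 and 46) stayed within 1.5 times these values with DESeq2's size factors, library size only, TMM over the 2 libraries compared, the likelihood ratio test, adjusted p-values and no fold threshold. With BCV 0.4 they were 58, 23, 19 and 8, and with the BCV estimated from the controls 22, 6, 5 and 0. With any count in either library they were 310, 257, 261 and 238, and with estimated molecules 32, 26, 20 and 9. Without miR-486b-5p they were 170 at 8 h, 160 at 24 h and 112 at 2 weeks. At 2 weeks BCV 0.2 gave 26, at least 10 counts in both libraries 74, control 4 h as the comparison 121 and the pooled controls 87. The control pairs fell from 105, 126 and 64 to 45, 64 and 12 with BCV 0.4, to 20, 31 and 3 with the BCV estimated from the controls and to 9, 26 and 23 with estimated molecules. They rose to 234, 251 and 237 with any count in either library and to 166, 180 and 136 without miR-486b-5p, where control 4 h against control 8 h had 68 higher and 98 lower and control 4 h against control 24 h 86 and 94. Control 8 h against control 24 h then had 75 and 61.

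The share of calls that were higher moved by more than 10 percentage points under several alternatives. With any count in either library, 231 miRNAs were higher and 79 lower at 4 h (61 and 66 at 50 CPM), neuron-enriched miRNAs 24 and 9 (8 and 9), control 4 h against control 8 h 92 and 142, and control 4 h against control 24 h 91 and 160. BCV 0.4 gave 20 higher and 38 lower at 4 h, 19 and 4 at 8 h, 8 and 11 at 24 h and 3 and 5 at 2 weeks, and estimated molecules 22 and 10 at 4 h, 8 and 12 at 24 h and 4 and 5 at 2 weeks. The BCV estimated from the controls gave 14 and 8 at 4 h. For brain miRNAs at 4 h, BCV 0.4 gave 8 higher and 7 lower (35 and 14 at BCV 0.1) and any count in either library 63 and 14. Against control 4 h, 45 were higher and 76 lower at 2 weeks. With library size only, 14.8% of the calls at 24 h were higher in SE (55.6% with TMM), and 16.7% of those of brain miRNAs (50.0% with TMM). Without miR-486b-5p, 110 miRNAs were higher and 77 lower at 4 h (61 and 66 with it) and 95 and 75 at 8 h (54 and 23). With the 3 control libraries pooled, 53 were higher and 54 lower at 8 h, 28 and 65 at 24 h (35 and 28 against control 24 h) and 23 and 64 at 2 weeks (27 and 19). For control 4 h against control 8 h library size only gave 41 higher and 57 lower (78 and 27 with TMM), and for control 4 h against control 24 h 46 and 70 (78 and 48). TMM over the 2 libraries gave 59 and 37 for the first of these pairs and 34 and 28 for control 8 h against control 24 h. The DESeq2 size factors gave 62 and 35 for the first of them, and for control 8 h against control 24 h 35 higher and 24 lower (27 and 37 with TMM). Of 83 named fold changes, library size only reversed 9, weakened 2 and strengthened 5, DESeq2's size factors reversed 1, weakened 3 and strengthened 1, and a prior count of 2 left 83 the same. At 24 h the log2 fold change with library size only was -0.41 for let-7i-5p, -0.32 for miR-143-3p, -0.30 for miR-181a-5p, -0.20 for miR-19a-3p, -0.30 for miR-19b-3p, -0.56 for miR-22-3p, -0.53 for miR-27b-3p and -0.38 for miR-541-5p. At 8 h that of miR-21a-5p was -0.075 with library size only and -0.076 with DESeq2's size factors, against 0.01 with TMM.

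The mean number of miRNAs detected per library (138) was 324 with at least 1 count, 287 with at least 10 counts and 251 with at least 10 CPM. The SE mean minus the control mean (-3.75) became 52.9, 62.5 and 16.2 under these thresholds and 1.92 at 100 CPM. At 50 CPM in at least 1 library, 46.8% of miRNAs had a brain class, 20.7% brain as tissue, 16.7% a neuronal class and 56.7% no reported tissue. With at least 10 counts 24.6% had a brain class. The percentile of the muscle list at 8 h was 99.3 without matching on expression.

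The comparison of 3 SE with 3 control libraries gave 0 miRNAs at an adjusted p-value under 0.05 with edgeR's quasi-likelihood test (15 of 136 unadjusted), and 0 with the time-point as a replicate block (20 unadjusted) or library size only (10). It gave 3 with any count in at least 1 library, 1 with the 2-week library added to the SE libraries and 4 with DESeq2. The number was from 0 to 0 across the 6 fits that each left out one library, and from 8 to 16 unadjusted. Depth limits miRNAs with few counts. In 23 of the 127 past the threshold at 4 h 1 library had 3 counts or fewer, so their folds are lower bounds for reads only.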

Differences from the paper's values

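Counting estimated molecules is the only setting in this part that was chosen after the results were seen. The paper's shares of detected miRNAs are 4% for heart, 1% for liver, 3% for the digestive system, 2% for spleen, 2% for kidney, 3% for blood and 19% for brain. Those found here were 1.41%, 0.313%, 1.09%, 0.625%, 0.469%, 0.781% and 6.88% of miRNAs with at least 1 count. Of the alternatives set before the data were examined, at least 50 CPM in at least 1 library closed each gap (3.45%, 0.985%, 2.96%, 1.97%, 1.48%, 2.46% and 20.7%) and at least 10 counts in at least 1 library closed none.

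The paper's numbers of miRNAs past the threshold are 82 at 4 h, 35 at 8 h, 34 at 24 h and 16 at 2 weeks, against 127, 77, 63 and 46 here. At 4 h the gap fell within 1.5 times with BCV 0.2 (107), BCV 0.4 (58), library size only (102), DESeq2's size factors (119), TMM over the 2 libraries (105), at least 10 counts in both libraries (114) and pooled controls (106). It did not with the BCV from the controls, any count, the likelihood ratio test, no fold threshold or adjusted p-values. Of the alternatives set before the data were examined, at 24 h only BCV 0.2 (46) closed it, and at 8 h and 2 weeks none did. Counting estimated molecules, which was chosen after seeing the values, gave 26 at 8 h, within 1.5 times the paper's number, and did not close the gap at the other time-points.

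The paper gives 22 brain miRNAs higher at 4 h (35 here), and BCV 0.2 (26), library size only (26), DESeq2's size factors (27), TMM over the 2 libraries (22) and at least 10 counts in both (29) closed the gap. It gives 5 lower at 4 h (14 here), closed by BCV 0.4 (7), and 5 astrocyte-enriched miRNAs higher at 4 h (9 here), closed by BCV 0.4 (4), TMM over the 2 libraries (7) and at least 10 counts in both (6). Its 1 microglia-enriched miRNA higher at 4 h (6 here) was reached by none. At 8 h its 19 brain miRNAs higher (31 here) were approached with BCV 0.2 (24) and DESeq2's size factors (28), and its 3 lower (8 here) with BCV 0.2 (4). The other alternatives did not close these gaps.

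The remaining differences are log2 fold changes in Supplementary Figures S2, S3, read by eye. At 4 h the paper's values were about -1.5 for miR-19b-3p (-1.39 here), about -2.1 for miR-139-5p (-1.99), about 1.6 for miR-143-3p (1.67), about 0.56 for miR-107-3p (0.68) and about 0.59 for miR-27b-3p (0.70). Each was reached with library size only, and all but that of miR-143-3p with DESeq2's size factors. At 8 h they were about 0.55 for miR-139-5p (0.64 here), about -0.72 for let-7i-5p (-0.63), about 0.66 for miR-143-3p (0.75), about -0.85 for let-7f-5p (-0.76), about 0.97 for miR-107-3p (1.06) and about 0.73 for miR-27b-3p (0.82), and both of these scalings reached each. At 24 h they were about -2.9 for miR-139-5p (-2.25 here), about -0.41 for let-7i-5p (0.21), about -0.73 for let-7f-5p (-0.11), about -0.56 for miR-22-3p (0.058), about -0.84 for miR-191-5p (-0.22), about 0.81 for miR-107-3p (1.43) and about -0.53 for miR-27b-3p (0.082). Library size only reached each and DESeq2's size factors none. For miR-92a-3p at 4 h (about -1.3, -0.56 here) and, at 2 weeks, miR-19b-3p (about -0.76, 0.69 here) and miR-143-3p (about -0.71, 0.64 here), no alternative closed the gap. The 2-week values are opposite in sign, as were all 19 read from that part of the figure. A prior count of 2 closed none of the differences in log2 fold change.

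The paper names miR-669a-5p and miR-541-5p among those increased at 2 weeks, and their log2 fold changes here were -3.57 and -2.71 against control 24 h. All 19 values read from the 2-week part of Supplementary Figure S3 also had the opposite sign. The paper's 2-week direction may therefore be that of control over SE for these 2 miRNAs as well. The level of miR-669a-5p in that library (123 CPM) was above that in control 8 h (17.6 CPM). The paper names miR-31-5p and miR-19a-3p at 4 h, miR-218-5p and miR-132-3p at 8 h and miR-124-3p and miR-29b-3p at 24 h, which were not tested here at 50 CPM. With any count in either library each was called in the paper's direction, and miR-132-3p also with library size only and with TMM over the 2 libraries. The filter on any count also called between 234 and 251 miRNAs in each pair of control libraries, so its calls add little. It reports changes of liver miRNAs at 4, 8 and 24 h and of spleen miRNAs at 24 h, and with TMM none of these passed the threshold. With library size only 1 liver miRNA passed it at 4 h and 2 at 24 h, and 1 spleen miRNA at 24 h, and with DESeq2's size factors 1 liver miRNA at 4 h. Figure 1E has miR-92a-3p, which Supplementary Table S1 lists under liver, where miR-30a-5p ranked here.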

Other observations

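The tests of low counts, of the splits of the 6 libraries and of the signs in Supplementary Figure S3 were chosen only after the results they bear on were seen.

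In each library few miRNAs had counts from 6 up to the lower edge of the range around which low counts gathered. Over the 7 libraries there were 95 such cases, against 664 within that range, which reached up to 1.5 times the mode. Another 22 to 42 miRNAs per library had 1 to 5 counts, below the counts used for the mode, which many reads from each molecule do not account for. A candidate explanation is that many reads were copied from each of a few captured molecules. Under it, control 4 h held an estimated 19998 molecules and SE 4 h 143643. The estimate for control 4 h is uncertain, as the value for that library was 102 counts with a bootstrap interval of 95.9 to 171.

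SE 4 h had 399 miRNAs with a count and control 4 h 232. Fewer molecules in the control library may account for the difference. Drawing the estimated molecules of SE 4 h down to those of control 4 h left a mean of 177 miRNAs (165 to 189 in 95% of 1000 draws), while drawing reads left 382. The first number is below the 232 counted in the control and 3.96% below the 184 whose count there rounds to at least 1 estimated molecule, so the outcome of the test rests on which of the 2 control numbers is taken. A difference between plasma of SE and control mice cannot be told apart from a difference between preparations.

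When the 3 SE libraries of 4, 8 and 24 h were compared with the 3 control libraries, no miRNA passed an adjusted p-value under 0.05. Any split gives at least that many, so the 10 of 10 splits of the 6 libraries that did, the real one included, decide nothing. In counts simulated at the BCV of this comparison, 0.563, after its result was seen, the test called 27 of 50 miRNAs changed by 4-fold. At an unadjusted p under 0.05 there were 15 miRNAs, and 2 of 10 splits gave as many, the real one included, without the time-point as a block. With 10 splits no share under 0.1 can be reached.

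All 19 values read from the 2-week part of Supplementary Figure S3 had the sign opposite to those computed here, while 19 of 19 values read at 4, 8 and 24 h had the same sign with library size only. With the sign turned, 18 of the 19 were within 0.05. The figure may give control over SE at 2 weeks.

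Lists of miRNAs of other cells and tissues, written before the data were examined, were weighed as sources of the differences between SE and control. The platelet list lay outside the middle 95% of random lists at 0 of 4 time-points and the erythrocyte list at 0 of 4. Medians of 5 members do not show that these lists were unchanged. The muscle list did so at 0 of the 2 time-points where 3 members were tested, with a percentile of 96.7 at 8 h. The liver and pancreas lists had 1 member tested at each time-point, so their count of 0 decides nothing. The miRNAs of the Dlk1-Dio3 cluster on chromosome 12 lay outside at 2 of 3 time-points, with a percentile of 100 at 8 h (median log2 fold change 2.02, 10 members) and 97.6 at 24 h (2.52, 3 members). The cluster also lay outside between control 8 h and control 24 h, at 98.8, so the shift cannot be told apart from differences between pools. Of the brain cell classes, the neuronal list lay outside at 8 h, at 99.5, and the oligodendrocyte list at 2 weeks, at 98.7. Between control 4 h and control 24 h the microglial list lay outside, at 0.59, as did the unspecific brain list, at 0.60, so brain classes also shifted between controls. The neuronal and oligodendrocyte lists lay inside in the 3 control pairs. However, the neuronal list shares miRNAs with the cluster, among them miR-127-3p and miR-434-3p, and was not tested without them. Its shift at 8 h is therefore not a result separate from that of the cluster. Of 33 such percentiles between SE and control 4 lay outside, and in simulated data 6.0% of random lists did.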
